# Transcriptional Programs Controlling Perinatal Lung Maturation

**DOI:** 10.1371/journal.pone.0037046

**Published:** 2012-08-20

**Authors:** Yan Xu, Yanhua Wang, Valérie Besnard, Machiko Ikegami, Susan E. Wert, Caleb Heffner, Stephen A. Murray, Leah Rae Donahue, Jeffrey A. Whitsett

## Abstract

The timing of lung maturation is controlled precisely by complex genetic and cellular programs. Lung immaturity following preterm birth frequently results in Respiratory Distress Syndrome (RDS) and Broncho-Pulmonary Dysplasia (BPD), which are leading causes of mortality and morbidity in preterm infants. Mechanisms synchronizing gestational length and lung maturation remain to be elucidated. In this study, we designed a genome-wide mRNA expression time-course study from E15.5 to Postnatal Day 0 (PN0) using lung RNAs from C57BL/6J (B6) and A/J mice that differ in gestational length by ∼30 hr (B6<A/J). Comprehensive bioinformatics and functional genomics analyses were used to identify key regulators, bioprocesses and transcriptional networks controlling lung maturation. We identified both temporal and strain dependent gene expression patterns during lung maturation. For time dependent changes, cell adhesion, vasculature development, and lipid metabolism/transport were major bioprocesses induced during the saccular stage of lung development at E16.5–E17.5. CEBPA, PPARG, VEGFA, CAV1 and CDH1 were found to be key signaling and transcriptional regulators of these processes. Innate defense/immune responses were induced at later gestational ages (E18.5–20.5), STAT1, AP1, and EGFR being important regulators of these responses. Expression of RNAs associated with the cell cycle and chromatin assembly was repressed during prenatal lung maturation and was regulated by FOXM1, PLK1, chromobox, and high mobility group families of transcription factors. Strain dependent lung mRNA expression differences peaked at E18.5. At this time, mRNAs regulating surfactant and innate immunity were more abundantly expressed in lungs of B6 (short gestation) than in A/J (long gestation) mice, while expression of genes involved in chromatin assembly and histone modification were expressed at lower levels in B6 than in A/J mice. The present study systemically mapped key regulators, bioprocesses, and transcriptional networks controlling lung maturation, providing the basis for new therapeutic strategies to enhance lung function in preterm infants.

## Introduction

Lung immaturity is a major cause of morbidity and mortality in premature infants and is commonly associated with RDS and BPD. Approximately 10% of all births (∼500,000 infants) are affected annually in the United States [1]. The risk of RDS is negatively correlated with the gestational age of the infant [2], [3]. Despite the impact of prematurity on related lung diseases following pre-term birth, mechanisms linking gestational length and lung maturation remain to be elucidated.

Lung development is a highly regulated and coordinated process typified by stage specific changes in structure and function that occur as the structural processes including branching morphogenesis, angiogenesis, sacculation, alveologenesis and cytodifferentiation [4], [5]. In mice, formation of the gas exchange region of the lung begins at approximately E15, and increases dramatically prior to birth. During this stage, the fetal lung undergoes remarkable structural, biochemical, and functional changes including sacculation and septation to form alveoli. Changes in lung structure are associated with increased cell differentiation and increased production of surfactant necessary for air breathing at birth [6]. The timing of lung maturation is likely controlled by complex cellular programs and is influenced by multiple factors (genetic, hormonal, and environmental). Using transgenic mice with conditional gene deletions/mutations in combination with functional genomics approaches, we and others have identified a number of transcription factors (TFs) that are critical for perinatal lung maturation, including NKX2.1 (NK2 homeobox 1), FOXA2 (forkhead box A2), GATA6 (GATA binding protein 6), NF-1 (neurofibromin 1), CEBPA (CCAAT/enhancer binding protein (C/EBP), alpha) and NFATC3 (nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 3) [7], [8], [9], [10], [11], [12], [13], [14], [15]. These studies generally have focused to a single TF at a single developmental time. Less information is available regarding dynamic and combinatorial regulation of target genes by multiple TFs that are likely to mediate the complex process of perinatal lung maturation. We recently developed a systems approach integrating previous studies and identified the interactive nature of the factors that form a genetic network regulating surfactant homeostasis [16]. Murray et al. compared gestational lengths of 15 inbred mouse strains and found significant variability among inbred strains, while the intra-strain variation was low, supporting the concept that gestational length is genetically controlled [17], [18]. For example, A/J mice were born on embryonic (E) day 20.5 (492.3±0.9 hours) and B6 mice were born on E19.5 (462.4 hours±1.0 hours) respectively, a difference of 30 hours (P<0.0001) [17]. Besnard et al. further demonstrated that lung maturation proceeded more rapidly in short gestation B6 mice, and that B6 pups had better perinatal survival than A/J pups when born prematurely [19]. Maturation of lung structure, conducting and peripheral airway epithelial cell differentiation, and the induction of biochemical and genetic markers associated with pulmonary maturity occurred earlier in B6 mice. After ovarian transplantation, A/J pups were born early in B6 dams, demonstrating that maternal genotype determined the timing of birth and influenced fetal lung growth and maturation to ensure perinatal survival [19].

Using the same sets of mouse strains (A/J and B6) [19], the present study was designed to discover genes, pathways, and associated transcriptional networks underlying lung maturation in the two strains of mice that differ in gestational length. Taking into account the dynamic nature of the transcriptional programs accompanying lung maturation, time dependent genome wide lung mRNA profiling changes were assessed using B6 and A/J mice, seeking to identify key regulators and bioprocesses associated with and controlling lung maturation.

## Results

Time course microarray experiments were designed to identify strain dependent and gestation time dependent dynamic changes in lung mRNAs during lung maturation. Lung samples from each mouse strain were collected daily from E15.5 to PN0 at precise gestational ages in the Jackson Laboratory [6]. 

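The arrays measured RNA from lungs of the A/J strain, whose pups are born at E20.5, and of C57BL/6J (B6), whose pups are born a day earlier. A/J lungs were sampled at 7 times, daily up to E20.5 and again on the day of birth (PN0), and B6 lungs at 5 of these, without E19.5 and E20.5, each with 3 biological replicates. PN0 lungs of B6 were a day younger than those of A/J, so strain comparisons at PN0 do not compare equal ages. The deposited table held 37 arrays, since B6 at E18.5 had a 4th array, titled 2b. It was taken for a second array of replicate 2 and averaged with array 2, which left 36 replicates. Its origin is not established, as it correlated with arrays 1, 2 and 3 alike (r = 0.993 each). Array 2 was closer to 2b than to arrays 1 and 3 (r = 0.988 with each of these). The authors normalized the arrays by RMA in Affymetrix Expression Console and deposited log2 values, and the median of all probe sets was 6.42. Of 35556 probe sets, 21789 carried 1 gene symbol, 1621 several and 12146 none. The probe sets with 1 symbol, which stood for 19938 genes, were tested with limma in a model with a mean for each of the 12 groups. A strain difference was called at an adjusted p under 0.05 and a fold of 1.5, and a change over time at an adjusted p under 0.01 from limma's F test and a fold of 2. The paper's functional Bayesian model was not rerun. Marker genes of neighbouring tissues differed between replicates of the same group. The mean of 8 genes of esophagus and upper airway epithelium, among them the keratins Krt4, Krt5 and Krt13, was high in 10 of the 36 replicates, 9 of them from A/J at E17.5 or later. Liver genes such as Alb, which encodes albumin, were high in 4 replicates, by up to 2.71 on the log2 scale above the other replicates of their group in B6 at E15.5.

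**Figure D1:**
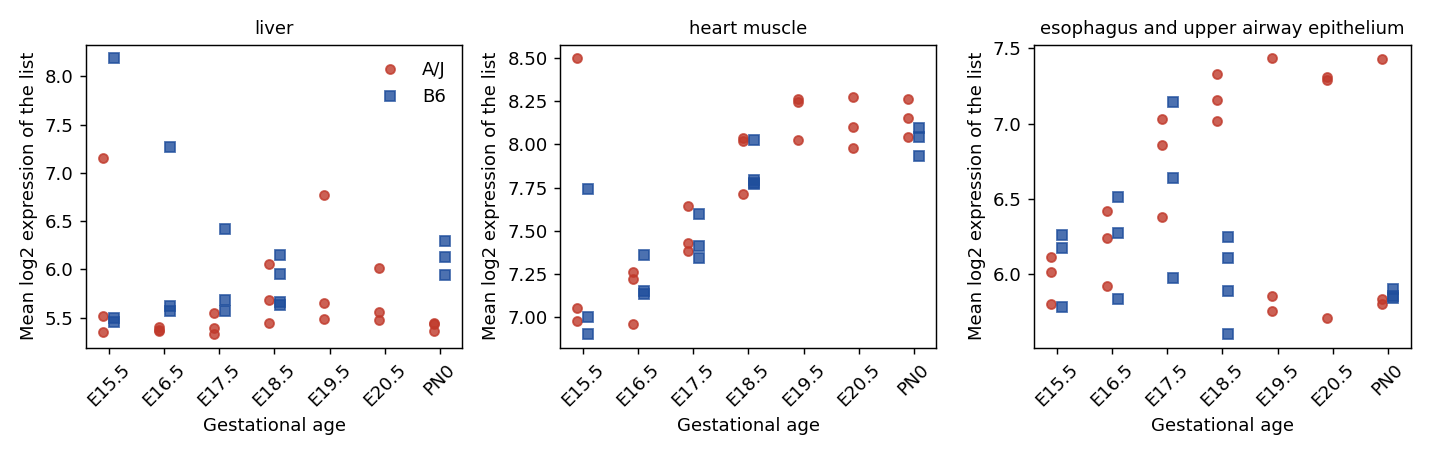
Mean log2 value of the marker genes of 3 neighbouring tissues in each of the 37 arrays, by strain and time. Each point is an array, and single arrays lie above the others of their group for esophagus, liver or heart genes.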

Lung RNAs isolated from the two mouse strains at different development time points were hybridized to Mouse Gene 1.0 ST Array (n = 3/strain/time). The data have been submitted to Gene Expression Omnibus, Accession No. GSE35485. 

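Gestational age separated the lungs most strongly, and strain separated them along a later component. Along the first component, A/J lungs moved from -61.1 ± 3.12 (SD, n = 3) at E15.5 to 49.0 ± 1.92 (SD, n = 3) at E20.5. This component held 62.4% of the variance, and its scores followed age with r = 0.977 and rho = 0.983 over the 36 replicates. The permutation p was 1e-05 for each, the smallest that 100000 permutations can give (5e-05 adjusted over the 5 components examined), and r was 0.974 without the 2 replicates farthest from the median age. The second component held 8.74% of the variance. Of its variance, 95.2% lay between times, with r = 0.0905 with age (permutation p = 0.598, adjusted p = 0.747), and it set PN0 and E15.5 apart from E17.5. The third component held 6.83% of the variance and separated the strains within times: strain accounted for 83.2% of its variance within times, against 7.35% for the second. The mean score of B6 minus that of A/J was -24.1 on it (permutation p = 1e-05, adjusted p = 5e-05, over the 30 replicates at the 5 shared times).

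**Figure D2:**
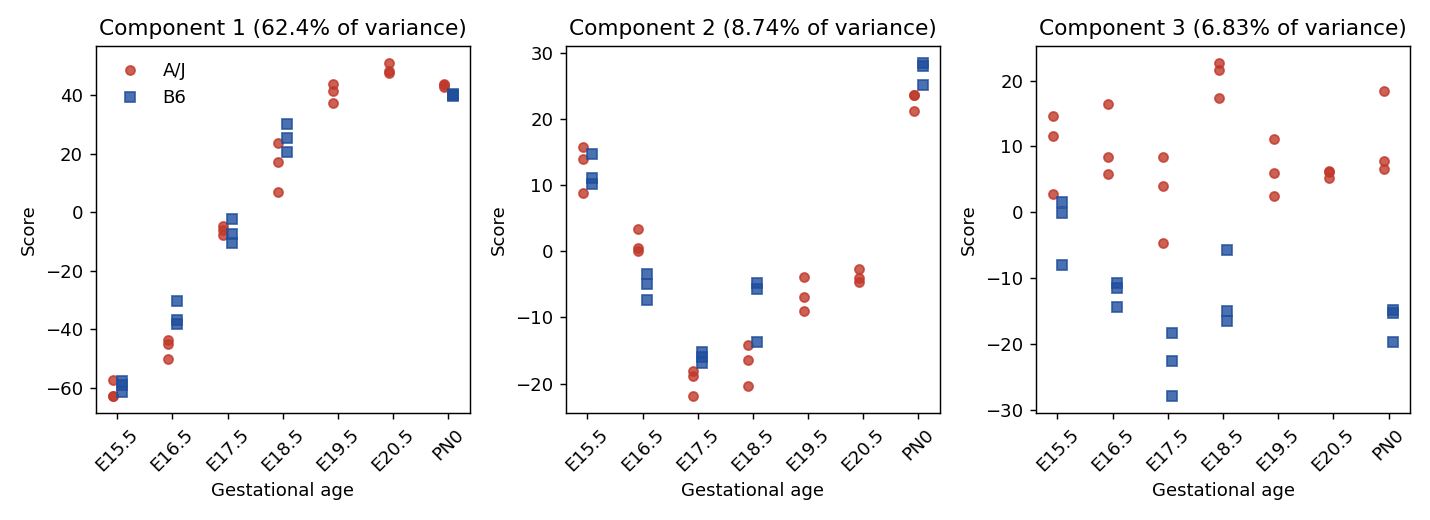
Scores of the 36 replicates on the first 3 principal components, with the percent of variance each holds; each point is a replicate, marked by strain and time. Age runs along the first component, and within each shared time the strains lie apart along the third, though replicates of different times overlap on it.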

Principle component analysis of all samples from both strains showed that the primary component (contributes 47% of sample variance) was best correlated with gestational age and the secondary component (contributes 23% of sample variance) correlated with strain. Dynamic lung mRNA expression profiling from B6 and A/J mice were compared to identify: 1) genes and bioprocesses commonly altered in both strains during lung maturation, 2) transcription factors and signaling molecules (TF/SMs) that changed at different stages of lung maturation, 3) pathways and transcriptional networks controlling lung maturation, and 4) strain dependent effects on lung maturation.

### Identification of temporal-dependent gene expression changes during lung maturation

A functional Bayesian approach [20] was used to analyze time dependent changes in lung mRNAs from both mouse strains. mRNA expression at E15.5 from each strain was used as the baseline. Data from two strains were analyzed separately and then compared to identify genes and bioprocesses commonly altered in both strains. 

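RNA of marker genes of the air-blood barrier rose and that of proliferation genes fell in both strains between E15.5 and PN0. All 14 marker genes of type II cells, the source of surfactant, rose in A/J and in B6, by 3.60 and 3.81 on the log2 scale on average, and 13 of 14 markers of type I cells, which form the gas exchange surface, rose in both. Ager, a type I cell receptor, rose by 3.44 in A/J (SE 0.13) and 3.06 in B6 (SE 0.13), with limma's adjusted p = 3.0e-18 and 3.2e-17 (n = 3 per group). All 12 markers of endothelial cells rose in both strains, as did 9 of 10 of club cells, the secretory cells of the airways. Of 45 genes of the cell cycle, 43 fell in each strain and 2 rose in A/J and 1 in B6, with a mean change of -2.71 in A/J. The counts of these marker and pathway lists were the same when adjusted over the list alone. Against all other genes, limma's camera gave adjusted p = 0.0139 for type II cells and 0.0198 for the cell cycle in A/J, each with an estimated correlation. Over all times, 3877 probe sets (3581 genes) changed in A/J and 3117 (2860 genes) in B6. Of these, 2640 probe sets (2425 genes) changed in both strains in the same direction, 1441 upward and 1199 downward. Of the 5560 probe sets that differed between PN0 and E15.5 in A/J by limma's adjusted p and a fold of 1.5, 5546 had no overlap between the replicates of the 2 groups. Over all probe sets this share was 55.2%, and 10% is the share by chance.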

A heatmap of the 1938 mRNAs that were similarly altered in both mouse strains during lung maturation processes is shown in Figure 1A. The top 20 up- and down-regulated genes during lung maturation in A/J and B6 mice are listed in Figures 1B–1C, respectively. 

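From E15.5 to PN0, Scgb1a1, the secretoglobin of club cells, rose most in both strains, by 6.94 on the log2 scale in A/J (SE 0.44, fold 123, limma's adjusted p = 1.0e-13) and by 8.22 in B6 (SE 0.44, fold 299). Inmt, a methyltransferase, rose by 6.71 in A/J (fold 105) and 6.97 in B6 (fold 126). Chil1, a chitinase-like protein, Retnla, a resistin-like protein, and Lyz1, a lysozyme, were also among the 10 genes with the largest rise in each strain, with log2 changes from 5.81 to 7.12. Of the falling genes, Bub1, a kinase of the mitotic spindle checkpoint, fell most in A/J, by 4.51 (SE 0.18, adjusted p = 1.5e-17), and fell by 3.72 in B6. The motor protein Kif11 and the topoisomerase Top2a fell in A/J by 4.22 and 4.11. Hbb-y, a globin of the embryo, fell most in B6, by 5.11 (SE 0.29), and by 4.02 in A/J. Cym, the gene of chymosin, fell by 4.43 in A/J and 3.57 in B6.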

Genes involved in innate immune response, fluid/ion transport and surfactant homeostasis were among the most induced on the gene list.

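Surfactant genes, defense genes and transport genes rose together from E15.5 to PN0. Of 18 genes of surfactant and lamellar bodies, 15 rose and 1 fell in A/J, and 16 rose and 2 fell in B6. Sftpd, a collectin that binds microbes and surfactant lipid, rose by 5.18 in A/J and 5.20 in B6 (SE 0.17 each). Of 35 genes of innate defense and inflammation, 30 rose and none fell in each strain; Lcn2, which withholds iron from bacteria, rose by 5.83 in A/J (SE 0.20) and 5.59 in B6. Of 18 genes of ion and water transport, 15 rose and 1 fell in A/J, and 16 rose and 1 fell in B6. Scnn1a, a subunit of the epithelial sodium channel that clears lung liquid, rose by 4.80 in A/J (SE 0.16, limma's adjusted p = 5.1e-19) and 4.99 in B6, and the water channel Aqp5 by 3.09 and 2.90. Each of these 3 lists passed limma's camera with an estimated correlation, with adjusted p between 0.0139 and 0.0224 in A/J and between 0.0173 and 0.0220 in B6. Adjusted over the list alone, the counts that rose were the same in each.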

**Figure 1:**
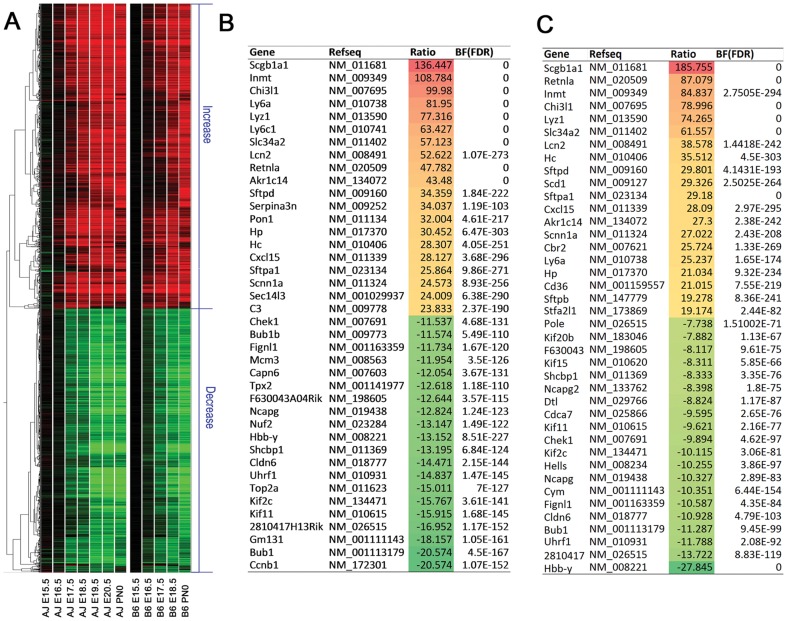
Dynamic changes in lung mRNAs with advancing gestational age. (A) Heatmap of the 1938 mRNAs that were similarly altered in lung from both C57BL/6J (B6) and A/J mouse strains (E15.5 – PN0). Samples were normalized using the mean value of three E15.5 mice from each strain as the baseline. The intensity in red-to-green color indicates the up and down regulation of mRNAs, respectively. Each row represents a single gene, and each column represents a developmental time point for A/J or B6 mice. For each time point, samples from three biological replicates were averaged. (B) and (C) represent the top 20 induced and repressed genes during lung maturation in A/J and B6 mice respectively. The full descriptions for gene symbols can be found under the section of “Abbreviations”.

Quantitative RT-PCR was used to validate the mRNA expression of selected lung maturation gene markers. Figure S1 shows the direct comparison of microarray and RT-PCR data on mRNAs at different gestational ages in both A/J and B6 mice. 

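On the arrays, the surfactant and transport genes of the RT-PCR panel rose with age and its chromatin genes fell. Of the 23 genes of Table S2, 21 were measured here by probe sets of their own; 16 rose and 5 fell from E15.5 to PN0 in both strains. Napsa, a protease that matures surfactant protein B, rose by 4.00 in A/J (SE 0.15) and 4.23 in B6 (SE 0.15). Scnn1g, another sodium channel subunit, rose by 3.39 and 3.21 (SE 0.12 each), and Cyp2f2, a club cell enzyme, by 3.63 and 3.32 (SE 0.14 each). Sftpc, the surfactant protein of type II cells already high at E15.5, rose by 1.16 in A/J and 0.83 in B6 (SE 0.09 each, limma's adjusted p = 2.1e-11 and 1.3e-08). The histone genes H2ac4 and H1f1 fell by 3.05 and 3.00 in A/J, and the chromatin protein Cbx3 by 0.91. The study chose these genes, so their directions are not independent evidence. The RT-PCR values were not analysed here.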

Although the magnitude of transcript expression varied between microarray and RT-PCR, dynamic expression patterns correlated well between the two methods. In general, variability was less for the microarray than for the RT-PCR analysis and differences in mRNA expression determined by RT-PCR analysis were greater than those assessed by microarray analysis for the same genes. The difference is likely related to data normalization.

### Dynamic regulation of transcription factors and signaling molecules during lung maturation

Transcription factors and signaling molecules (TF/SMs) that changed similarly in both mouse strains during lung maturation were identified by two-way ANOVA with a cutoff of p-value<0.001 and fold change >1.25. We chose to use a lower fold change cutoff for TF/SMs since small changes in levels of regulators may mediate large and important downstream effects. We further narrowed down the TF/SMs candidates based on their abundant expression in lung. To assess the abundance of expression of these TF/SMs in the lung, we analyzed their relative mRNA expression in normal adult human lung (using microarray samples from GEO Datasets: GSE16538, http://www.ncbi.nlm.nih.gov/geo/query/), as well as their relative expression in E11.5 mouse lung (GSE9312) [21], [22]. Since the purpose here is to assess the relative expression level in normal lung, only control samples from both datasets were used for intensity distribution analysis. 573 TF/SMs were selected with signal intensity above the 75th percentile in E11.5 mouse lung and/or above the 90th percentile in adult human lung. These selected TF/SMs were enriched in lung tissue and were differentially expressed during lung maturation in both B6 and A/J mice. The selected TF/SMs were clustered using Fuzzy K-means clustering approach [23]. Clusters were further defined by initial changes in their expression at E16.5, E17.5, and E18.5 or later. 

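Genes that rose began to do so at several ages, while most that fell did so from E17.5 in A/J and from E16.5 or E17.5 in B6. Onset was the first time at which a gene that changed over time differed from E15.5 in the direction of its largest change, at an adjusted p under 0.05 and a fold of 1.25. Of the 2207 probe sets that rose in A/J, 713 (32.3%) had their onset at E16.5, 971 at E17.5, 378 at E18.5 and 84 at E19.5. Of the 1691 that rose in B6, 767 had it at E16.5, 463 at E17.5, 314 at E18.5 and 147 at PN0. Of the 1670 that fell in A/J, 1265 (75.7%) had their onset at E17.5 and 152 at E16.5. Of the 1426 that fell in B6, 662 had it at E17.5 and 569 at E16.5. The transporter gene Slc34a2 rose from E16.5 in both strains, the club cell gene Scgb1a1 from E17.5 in A/J, and the immediate early gene Fos from E18.5 in both. Onset was called within each strain, and whether it differed between the strains was not tested. Transcription factors and signaling molecules were not counted apart from other genes here.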

Representative TF/SMs at different gestational stages and their dynamic changes are shown in Figure 2. The enriched functional categories and known biological associations of TF/SMs that changed at different gestational ages were analyzed using Ingenuity Pathway Analysis tool (IPA).

**Figure 2:**
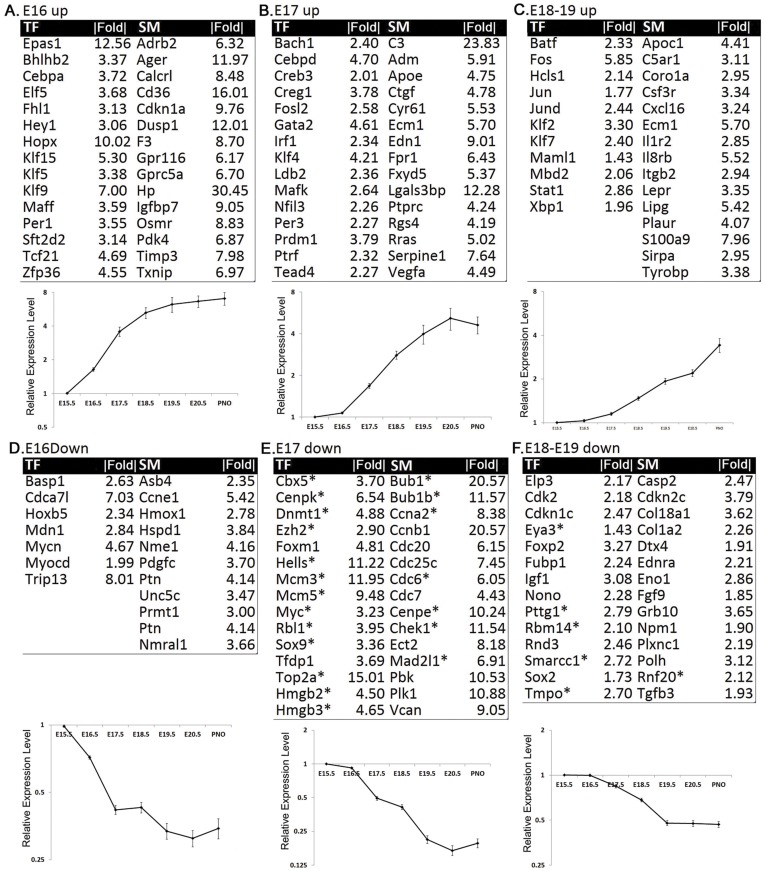
Most changed transcription factors (TF) and signaling molecules (SM) and their dynamic expression profiles at different gestational stages. TF/SMs changed during lung maturation were identified by two-way ANOVA with a cut-off of p-value<0.001 and fold change >1.25. Altered TF/SMs were clustered on the basis of their initial change occurring at E16.5, E17.5, and E18.5 or later, labeled as A) E16 up, B) E17 up, C) E18–19 up, D) E16 down, E) E17 down and F) E18–19 down respectively. Most of the TF/SMs show similar dynamic expression profiles in A/J vs. B6 mouse strains. The x-axis represents the gestational ages and the y-axis (in log_2_ scale) represents relative mRNA using E15.5 as the baseline. |Fold| represents the absolute value of fold change between the peak expression of a given gene (E15.5 – PN0) and its baseline expression at E15.5. Profiles are expressed as the means ± SEM of 3 animals per time point. The full descriptions for gene symbols can be found under the section of “Abbreviations”.

### Important regulators of lung development are induced at E16

The cluster of TF/SMs induced from E16.5 (Figure 2A) was functionally enriched in the regulation of “cell proliferation” and “lung development”, Figure S2. 

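Epas1 encodes a hypoxia-inducible transcription factor of endothelial and epithelial cells, and Hopx a homeodomain protein that marks type I cells. Epas1 (probe set 10447317) was above E15.5 at every later time in A/J, by 0.51 at E16.5 and 3.58 at PN0 on the log2 scale relative to E15.5 (SE 0.12, n = 3 per group). The change at PN0 was 11.9-fold, with limma's adjusted p = 3.5e-19. In B6 it reached 3.31 at PN0 (9.92-fold), and the strains did not differ at E18.5 (0.20, adjusted p = 0.183). Hopx (probe set 10530819) rose more steeply at first and then held its level in A/J: there it was 1.45 above E15.5 at E16.5, 3.02 at E17.5 and 3.32 at E18.5 (SE 0.12, 10.0-fold, adjusted p = 7.0e-18). In B6 its largest change was 2.70, also at E18.5 (6.49-fold). Hopx was lower in B6 than in A/J at E17.5, E18.5 and PN0, by log2 differences of -0.68, -0.72 and -0.96.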

*Epas1* (endothelial PAS domain protein 1, also known as Hif2a) and *Hopx* (Homeodomain only protein X) were the two most induced TFs in this group, changing 13 and 10 fold respectively, during lung maturation. *Epas1* mRNA is highly expressed in the lung and is known to regulate VEGFA (vascular endothelial growth factor A) expression, blood vessel development and fetal lung maturation [24]. *Hopx* was originally identified in the developing heart where it functions downstream of NKX2.5 (NK2 homeobox 5) to regulate cardiac myocyte maturation in the perinatal period [25], [26]. In the lung, *Hopx* is directly activated by NKX2.1 and GATA6. Activated HOPX, in turn, inhibits NKX2.1 and GATA6, providing a potential negative feedback loop to regulate expression of surfactant associated genes in the lung epithelium. Loss of *Hopx* impaired normal pulmonary maturation, leading to respiratory failure at birth [27]. Other TF/SMs in this cluster known to play important roles in lung development and respiratory epithelial differentiation, including *Cebpa*, *Elf5* (E74-like factor 5), *Klf5* (Kruppel-like factor 5), *Tcf21* (transcription factor 21), *Fgf1* (fibroblast growth factor 1) and *Fgf7* (fibroblast growth factor 7), were induced similarly at this stage of development (Figure 2A, Figure S2).

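All 6 of these genes rose by E16.5 in both strains. Cebpa and Elf5, transcription factors of the respiratory epithelium, had their largest rise in A/J at 1.90 on the log2 scale at E20.5 and 1.94 at PN0. Klf5 peaked at E18.5 in both strains, at 1.73 in A/J and 1.43 in B6 (SE 0.10), and stood at 1.04 and 0.94 at PN0. Tcf21, a transcription factor of the lung mesenchyme, rose by 2.15 in A/J at E20.5, and at PN0 by 2.04 in A/J and 0.85 in B6 (SE 0.12, limma's adjusted p = 1.4e-14 and 3.7e-07). The growth factors Fgf1 and Fgf7 peaked in A/J at 1.69 at E19.5 and 1.82 at E18.5, and stood at 1.30 and 1.26 at PN0. At PN0, Tcf21 and Fgf1 were lower in B6 than in A/J by -0.95 and -0.78.

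**Figure D3:**
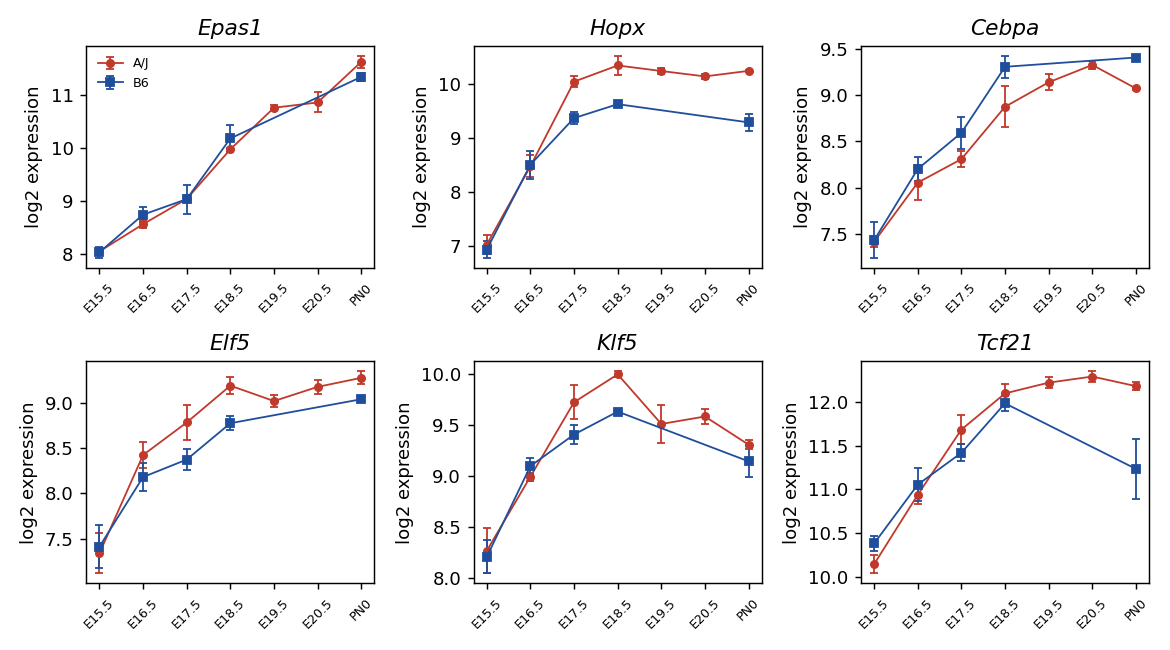
Log2 expression of Epas1, Hopx, Cebpa, Elf5, Klf5 and Tcf21 by age in each strain; points are means and bars SDs of 3 replicates. All 6 rise from E16.5, and Klf5 declines after E18.5.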

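Of the 10 genes of Table S1, 8 had their highest mean at E17.5 in A/J and 9 in B6; Hhip, a binding protein of hedgehog ligands, had it at E18.5 in both strains and the laminin gene Lama5 in A/J. At E17.5, all 10 were above E15.5 in A/J and 9 in B6; by PN0 only 2 in A/J and 3 in B6 still were, and 5 and 3 had fallen below it (6 and 3 when adjusted over the list alone). Lama3, a laminin chain, rose by 1.67 at E17.5 in A/J and 1.70 in B6, and at PN0 stood at 0.03 (SE 0.12, limma's adjusted p = 0.852) and 0.47. Nkx2-1, which specifies the lung epithelium, rose by 0.59 in A/J and 0.53 in B6 at E17.5 (SE 0.07). Nr3c1, the glucocorticoid receptor, rose by 0.59 and 0.43 (SE 0.09). Shh, the hedgehog ligand of the epithelium, was below E15.5 at PN0 by -0.97 in A/J and -1.19 in B6 (SE 0.10). The study chose this list by its pattern in these samples, so the counts are not independent evidence of it.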

A small subset of TF/SMs was induced at E16.5, peaked at E17.5, and decreased thereafter. mRNAs in this group included *Fgfr2* (fibroblast growth factor receptor 2), *Lama3* (laminin, alpha 3), *Lama5* (laminin, alpha 5), *Nkx2-1*, *Nr3c1* (nuclear receptor subfamily 3, group C, member 1 (glucocorticoid receptor)) and *Shh* (sonic hedgehog) (Table S1), all known to influence early lung morphogenesis [10], [28], [29], [30], [31], [32], [33]. While the increased expression of this group of TF/SMs likely starts earlier than E15.5, the present experimental design did not include earlier time points needed to fully address the dynamic changes of this subset. Taken together, these data suggest that important regulators of lung development are likely induced at E16.5 or earlier.

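The 8 regulators that the text names for E16.5, from Epas1 to Fgf7, all rose from E15.5 to E16.5 in each strain, with a mean log2 change of 0.87 in both. Of the 10 regulators of Table S1, 6 rose at E16.5 in A/J and 7 in B6 (8 and 9 when adjusted over the list alone). Genes of surfactant and lamellar bodies rose as early: 15 of 18 in each strain at E16.5 (15 in A/J and 16 in B6 when adjusted over the list alone), with camera's adjusted p = 0.00326 in A/J and 0.00198 in B6 with an estimated correlation. The study chose the regulators on these samples, and the surfactant list was written from general knowledge.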

### Vegfa signaling is induced at E17

TF/SMs induced from E17.5 were functionally enriched in mRNAs associated with “cell proliferation” (1.08E-31), “vasculature development/angiogenesis” (7.48E-24), and “apoptosis” (1.91E-20), Figure 2B, Figure S3. Among the TF/SMs regulating vasculature development and angiogenesis, VEGFA forms a central hub (Figure 3A). Other TF/SMs in this group included *Sox17* (SRY-box containing gene 17), *Edn1* (Endothelin 1), *Cyr61* (cysteine-rich, angiogenic inducer, 61), *Tead4* (TEA domain family member 4), *Ahr* (aryl hydrocarbon receptor), *Kdr* (kinase insert domain receptor) and *Nrp1* (neuropilin 1). VEGFA is a critical regulator of angiogenesis and vasculogenesis and plays an essential role in normal lung development and maturation [24]. As shown in Figure 3B, mRNA profiles of this cluster of TF/SMs were positively correlated with *Vegfa* mRNA (r>0.85). 

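Vegfa, the growth factor of endothelial cells, rose in A/J from E17.5 to a maximum of 2.10 on the log2 scale at E20.5, and in B6 to 1.68 at E18.5 (SE 0.09). Over the 21 A/J replicates, Vegfa followed Sox17, an endothelial transcription factor, with r = 0.958 and rho = 0.906, and the receptor gene Kdr with r = 0.954 and rho = 0.914. It followed Ahr with r = 0.954 (rho 0.919), Tead4 with 0.950 (rho 0.795), Edn1, the gene of the vasoconstrictor endothelin, with 0.916 (rho 0.981) and the coreceptor gene Nrp1 with 0.909 (rho 0.824). Without the 2 replicates farthest from the median Vegfa level, these r lay between 0.876 and 0.946. Each permutation p was 1e-05 for r, the smallest they can give (1.75e-05 adjusted over the 14 relations computed), and at most 6.0e-05 for rho (0.00012 adjusted). Ccn1 (Cyr61), a matrix protein, had r = 0.624 (rho 0.616, permutation p = 0.00266 and 0.00381, adjusted 0.00339 and 0.00445) and r = 0.566 without those 2 replicates. Within times, where age is held, r in A/J ranged from 0.0450 for Nrp1 and 0.173 for Tead4 to 0.470 for Sox17 and 0.667 for Edn1. Over the 15 B6 replicates, r was 0.943 for Sox17 (0.919 without the 2 farthest) and 0.900 for Ahr (0.860), between 0.687 and 0.789 for Kdr, Edn1, Nrp1 and Tead4 and 0.518 for Ccn1 (permutation p = 0.0510), whose rho was 0.7185 (permutation p = 0.00336, adjusted 0.00445). In A/J, 2091 of 21788 other probe sets (9.60%) had an r above 0.85 with Vegfa. The genes were chosen by the study on these samples.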

Many of the TF/SMs in this group are functionally associated with *Vegfa*, including *Cyr61, Edn1, Tead4 and Nrp1*, all known to induce *Vegfa* expression, and the deletion of *Nrp1 and Cyr61* were embryonic lethal due to vascular defects [34]. The effect of SOX17 in postnatal angiogenesis has been reported [35], but its role in lung vascular development and its relationship with *Vegfa* remain to be determined. The present data support the concept that lung vascular development is carefully timed via the expression of TF/SMs that were largely induced at E17.5.

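Blood vessel genes rose over the canalicular and saccular stages in both strains. Of 32 genes of vasculature development, 24 rose and 1 fell at E17.5 in A/J (28 and 1 when adjusted over the list alone), and 28 rose and 1 fell at PN0 (29 and 1). In B6, 23 rose and 1 fell at E17.5 (23 and 2 over the list alone), and 26 rose and 3 fell at PN0. In A/J, 17 of the 32 had their onset at E17.5 and 6 at E16.5. Camera gave adjusted p = 0.0113 for this list at E17.5 in A/J and 0.0293 in B6, each with an estimated correlation. Of the 8 regulators the text names for this stage, 6 had their onset at E17.5 in each strain, and 2 in A/J, Sox17 and Ahr, and 1 in B6 had it at E16.5. Edn1 reached 3.26 at E20.5 in A/J and Nrp1 0.95 at PN0 (SE 0.20 and 0.08). Kdr rose by 0.66 at PN0 in A/J (SE 0.07, limma's adjusted p = 6.9e-09); in B6 its difference was 0.07 (adjusted p = 0.458).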

**Figure 3:**
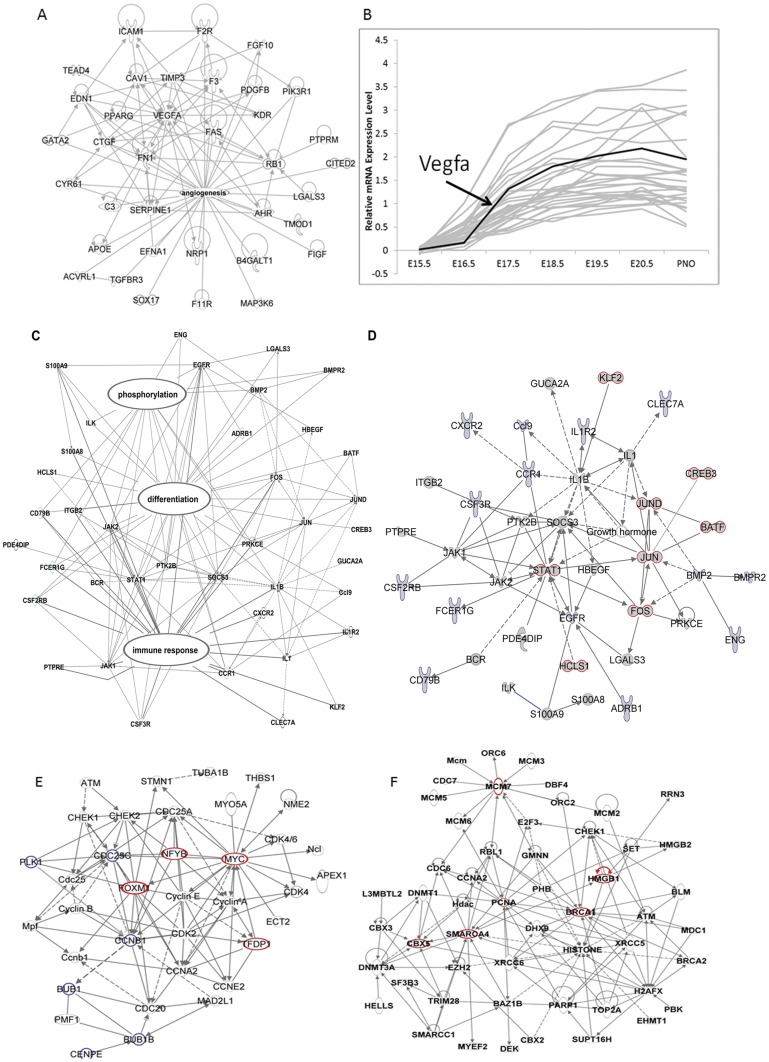
Dynamic changes in TF/SMs during lung maturation. (A) mRNAs encoding TF/SMs that increased from E17.5 were functionally enriched in regulation of angiogenesis. *Vegfa* was identified as an important regulatory hub. (B) mRNAs encoding TF/SMs regulating angiogenesis were highly correlated with *Vegfa* expression (Pearson's correlation coefficients r>0.85). (C) TFSMs induced from E18.5 or later was functionally enriched in genes regulating immune/defense response, cell differentiation and phosphorylation. (D) Biological association networks of TF/SMs indicate that the JAK/STAT1 and AP-1 complexes form important hubs. Cytokine-cytokine receptor interaction was the most enriched signaling pathway at this gestational age. Genes/proteins are represented as nodes, and the biological relationships between two nodes are represented as an edge (line). Solid lines denote direct interactions and dotted lines indirect interactions between nodes. TFs are outlined in red. Cytokines and cytokine receptors are outlined in blue. TF/SMs decreasing from E17.5 to PN0 were functionally enriched in (E) cell cycle and (F) chromatin assembly/organization. In the proposed cell cycle related sub-network (E), *Foxm1*, *Myc*, *Nfyb* and *Tfdp1* formed important TF-hubs (red nodes). The Plk1 signaling pathway was a highly enriched pathway (blue nodes). In the chromatin assembly and histone modification related sub-network (F), the high mobility group family, chromobox family, SWI/SNF family and mini-chromosome maintenance proteins formed important hubs (red nodes).

### TF/SMs regulating “immune/defense” were induced later in gestation

TF/SMs induced at E18.5 or later were highly enriched in mRNAs involved in regulation of immune/defense response (3.77E-13), cell differentiation (6.90E-22) and phosphorylation (5.41E-14). “Cytokine-cytokine receptor interaction” was the most enriched signaling pathway. Enriched functional categories and known biological associations of TF/SM induced in late gestation are shown in Figure 3C–D. STAT1 (signal transducer and activator of transcription 1) and JUN-JUND were identified as important TF hubs in this late gestational gene network. 

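Genes of the AP-1 complex were above E15.5 by E18.5, most of all Fos. Fos, an immediate early gene, rose by 2.81 on the log2 scale in A/J at PN0 (SE 0.25, limma's adjusted p = 1.2e-10) and by 2.47 in B6. Jund rose by 1.23 in A/J (SE 0.10) and 1.44 in B6, and Jun by 0.80 and 1.14 (SE 0.12). The onset of Fos and Jund was E18.5 in both strains, and that of Jun was E17.5 in A/J and E18.5 in B6. Of 24 immediate early genes, 19 rose and 1 fell in A/J at PN0 (20 and 1 when adjusted over the list alone), and 18 rose and 1 fell in B6 (19 and 1), with camera's adjusted p = 0.0292 and 0.0246 with an estimated correlation. At E18.5 that test gave adjusted p = 0.351 in A/J and 0.273 in B6, where 14 and 12 of these genes were above E15.5. Of the 25 genes of interferon response and antigen presentation, 24 rose and 1 fell in A/J by PN0 (camera's adjusted p = 0.0428 with an estimated correlation), and 21 rose and 1 fell in B6 (23 and 1 over the list alone; 0.0630 with an estimated correlation), where 20 had their highest mean at E18.5.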

JAK/STAT signaling plays important roles in cytokine-mediated signaling, cell growth, apoptosis and differentiation. 

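Jak1 and Jak2, which carry cytokine signals, and Egfr rose by less than Fos and Jund did. Jak2 (probe set 10462363) rose by 0.98 on the log2 scale in A/J (SE 0.08, limma's adjusted p = 6.4e-11) and by 0.72 in B6 at PN0, with an onset at E18.5 in both. Jak1 rose by 0.43 in A/J and 0.54 in B6 (SE 0.05), with an onset at E20.5 and at E18.5. Egfr, the growth factor receptor, rose by 0.66 in A/J from E17.5 and by 0.86 in B6 at PN0 alone (SE 0.09). At E18.5, Egfr and Jak2 were lower in B6 than in A/J, by -0.57 and -0.26, and Jak1 did not differ (0.02, adjusted p = 0.807).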

Regulators of *Stat1* including JAK-1 and -2 (janus kinase 1,2) and EGFR (epidermal growth factor receptor) were induced in concert with *Stat1* in late gestation. AP-1 (activator protein 1) family members, JUN (jun proto-oncogene), FOS (FBJ murine osteosarcoma viral oncogene homolog) and JUND (Jun proto-oncogene related gene d) form transcriptional complexes implicated in cell differentiation, proliferation, apoptosis, and oncogenesis. AP-1 activity is controlled by the protein kinases ERK1/2 and influenced by other transcription factors including STAT1, BMP-2 (bone morphogenetic protein 2) and TGF-β (transforming growth factor, beta 1) [36]. A model of predicted interactions between the AP-1 and JAK/STAT signaling pathways is shown in Figure 3D. Induction of these pathways in late gestation is likely to influence the maturation of lung innate immunity required to respond to environmental pathogens after birth.

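Defense genes and markers of immune cells rose in larger number at and after E18.5 in A/J. Of the 35 genes of innate defense and inflammation, 14 were above E15.5 and 1 below at E17.5 in A/J, and 28 were above and none below at E18.5 (29 and 1 when adjusted over the list alone). In B6, 21 were above and 3 below at E17.5 (22 and 3 over the list alone), and 23 above at E18.5. As deposited, the median change of all probe sets from E17.5 to E18.5 in A/J was 0.12; with each array centred on its median 12 were above at E17.5 and 23 at E18.5 in A/J, and 14 and 21 in B6. Markers of macrophages rose late as well: 7 of 14 were above E15.5 at E17.5 in A/J (8 over the list alone), 10 at E18.5 and all 14 at E20.5. Their camera test passed from E19.5 on, with adjusted p = 0.0879 at E18.5 and 0.0201 at E19.5, each with an estimated correlation. S100a8 and S100a9, which form calprotectin in neutrophils, rose by 3.43 and 3.32 on the log2 scale in A/J at PN0 (SE 0.17 and 0.12) and by 2.81 and 3.00 in B6, from E18.5 in A/J and E17.5 in B6; of the 10 neutrophil markers, limma called 4 above E15.5 at E17.5 in B6, and none with each array centred (3 at an unadjusted p under 0.05). Ifit1, an interferon-induced gene, rose by 2.12 in A/J at E20.5 (SE 0.24), with an onset at E19.5, and by 2.23 in B6 at E18.5.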

### TF/SMs regulating cell cycle and chromatin assembly decrease during prenatal lung maturation

TF/SMs that clustered on the basis of their coordinate decreased expression during lung development are shown in Figure 2D–F. mRNAs decreasing from E17.5 to PN0 formed the largest cluster (Figure 2E). Networks generated from mRNAs in the “E17 down cluster” were functionally enriched in “chromatin assembly/organization” and “cell cycle”, Figure 3E–F. In the cell cycle related sub-network (Figure 3E), mRNAs in the polo-like kinase 1 (*Plk1*) signaling pathway, including *Plk1*(polo-like kinase 1), *Bub1* (budding uninhibited by benzimidazoles 1), *Bub1b* (budding uninhibited by benzimidazoles 1 homolog, beta), *Ccnb1* (cyclin B1) and *Cdc25c* (cell division cycle 25 homolog C), coordinately decreased from E17.5 to PN0. 

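The kinase Plk1, the checkpoint genes Bub1 and Bub1b and the phosphatase gene Cdc25c drive entry into and passage through mitosis, and all 4 fell from E17.5 in both strains. Plk1 (probe set 10557156) fell by 3.19 on the log2 scale in A/J at PN0 (SE 0.17, limma's adjusted p = 2.6e-15) and by 2.53 in B6. Bub1b fell by 3.70 in A/J and 2.80 in B6 (SE 0.19), and Cdc25c by 2.93 and 2.69 (SE 0.21). Foxm1, a transcription factor of mitotic genes, fell by 2.03 in A/J and 1.69 in B6 (SE 0.10). Of the 9 genes the text names in this network, 8 were measured here, and all 8 fell at E17.5 and at PN0 in each strain; the study chose them on these samples.

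**Figure D4:**
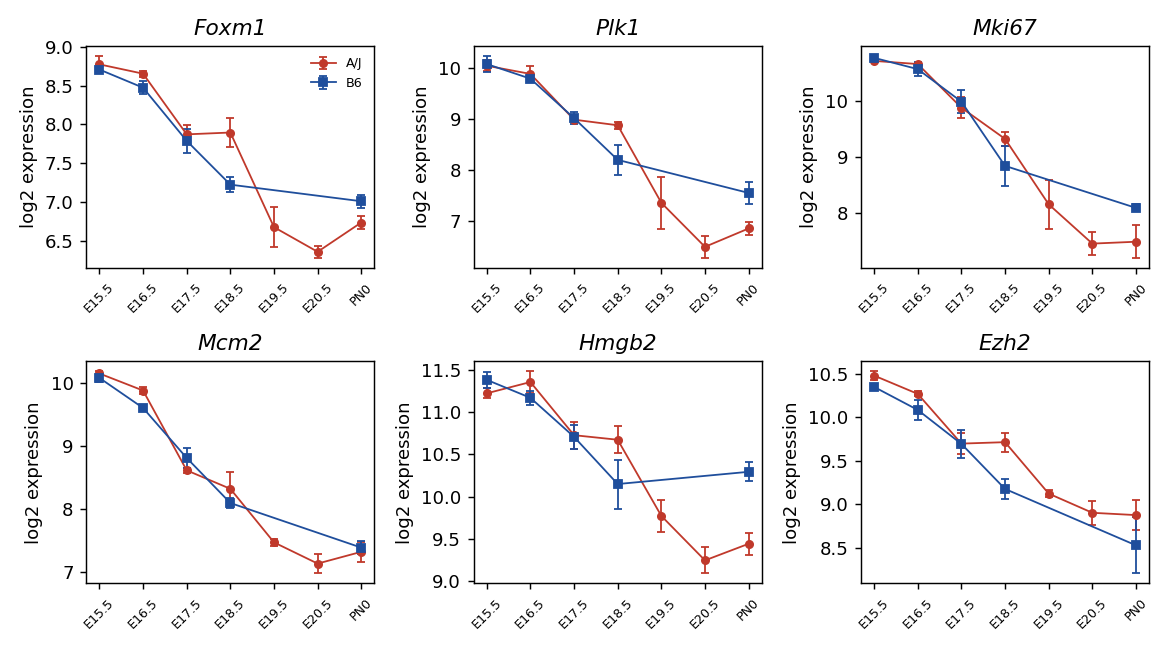
Log2 expression of Foxm1, Plk1, Mki67, Mcm2, Hmgb2 and Ezh2 by age in each strain; points are means and bars SDs of 3 replicates. All 6 are lower from E17.5 on than at E15.5.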

*Plk1* is a serine/threonine-protein kinase. PLK1-dependent phosphorylation of FOXM1 (forkhead box M1) regulates a transcriptional program essential for mitotic progression [37], [38]. The present data support the concept that decreased PLK1-FOXM1 signaling may mediate the decrease in cell proliferation accompanying prenatal lung maturation. In addition to PLK1-FOXM1 signaling, *Myc* (v-myc myelocytomatosis viral oncogene homolog), *Nfyb* (nuclear transcription factor Y, beta) and *Tfdp1* (transcription factor Dp-1) were also identified as TF-hubs regulating the cell cycle-related network, Figure 3E. 

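Cell cycle genes fell in steps. At E16.5 only 2 of the 45 were below E15.5 in A/J and 6 in B6 (2 and 7 when adjusted over the list alone). At E17.5, 42 and 44 were (43 and 44). Their mean log2 change was -0.86 in A/J and -0.95 in B6 at E17.5, -1.09 and -1.74 at E18.5, and -2.31 in A/J at E19.5. Camera gave adjusted p = 0.0929 in A/J and 0.0473 in B6 at E17.5, each with an estimated correlation. Mki67, the marker of cycling cells, fell by 3.24 in A/J by E20.5 (SE 0.17) and by 2.66 in B6 by PN0. All 34 genes of DNA replication fell at E17.5 in each strain, with camera's adjusted p = 0.0140 in A/J and 0.0134 in B6 with an estimated correlation. In B6, 21 of these 34 had their onset at E16.5, and in A/J all 34 had it at E17.5. Onset was called within each strain, and whether it differed between the strains was not tested. A/J replicate 1 of E16.5 lay between the strains.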

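Myc, which promotes growth, Nfyb, a subunit of the CCAAT-binding factor NF-Y, and Tfdp1, the partner of E2F factors, fell in both strains. Myc fell by 1.76 on the log2 scale in A/J at E20.5 and by 1.89 in B6 at E18.5 (SE 0.16), and stood at -1.37 and -1.55 at PN0 (limma's adjusted p = 1.4e-08 and 1.4e-09). Nfyb fell by 1.47 in A/J at E19.5 and 1.32 in B6 at E18.5 (SE 0.10). Tfdp1, read by the probe set with the highest mean of its 2, fell by 1.93 in A/J at E20.5 and 1.47 in B6 at PN0 (SE 0.09). At E18.5, Nfyb and Tfdp1 were lower in B6 than in A/J by -0.29 and -0.30, while the other probe set of Tfdp1 had a difference of 0.125 (adjusted p = 0.466), and Myc had a difference of -0.37 (adjusted p = 0.0686).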

TFDP1 heterodimerizes with E2F to enhance DNA-binding activity and promote transcription of E2F target genes [39]. NFYB (nuclear transcription factor Y, beta) binds to c-MYC to regulate cell cycle dependent gene expression [40]. We propose that decreased activity of this network regulates the decreased rate of cell proliferation in the lung with advancing gestation.

Chromatin remodeling and histone modifications have emerged as primary regulatory mechanisms controlling gene expression in eukaryotes. 

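Of the genes of chromatin structure that the text names, Mcm5, a subunit of the replicative helicase, fell by 3.32 on the log2 scale in A/J and 2.86 in B6 at PN0 (SE 0.13), and Mcm3 by 3.16 and 3.11 (SE 0.15). Hells, a remodeler of heterochromatin, fell by 3.24 and 3.61 (SE 0.16, limma's adjusted p = 6.0e-16 and 9.6e-17). Of the high mobility group genes, Hmgb2 fell by 1.78 and 1.09 and Hmgb3 by 1.20 and 1.08. Hmgb1 was below E15.5 by -0.93 in A/J at E20.5 and -1.03 in B6 at E18.5, and had differences of -0.52 and -0.22 at PN0 (SE 0.24, adjusted p = 0.0708 and 0.481). Of the chromobox genes, Cbx5 fell by 1.92 and 2.22 and Cbx2 by 1.01 in B6, and Smarcc1 fell by 1.44 and 1.40. Of the 15 genes of Figure 3F that the text names, 14 were measured here. At E17.5, 13 in A/J and all 14 in B6 were below E15.5, and at PN0 13 in each (14 and 13 when adjusted over the list alone); the study chose them on these samples. Of 34 genes of chromatin assembly, a list from general knowledge, 31 were below E15.5 at E17.5 in A/J (33 when adjusted over the list alone) and all 34 in B6, with camera's adjusted p = 0.0145 and 0.0107 with an estimated correlation. In B6, 7 of the 14 and 13 of the 34 had their onset at E16.5, and 0 of each had it then in A/J. A difference in onset between the strains was not tested for these lists.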

In the present study, mRNAs regulating chromatin structure and organization, including members of the high mobility group family (*Hmga1, Hmgb1, Hmgb2, Hmgb3*), the chromobox family (*Cbx2*, *Cbx3* and *Cbx5*), the SWI/SNF family (*Smrcc1*, *Smarca4* and *Hells*) and the mini-chromosome maintenance proteins (*Mcm2, Mcm3, Mcm5, Mcm6, Mcm7*), decreased from E17.5 to PN0, Figure 3F. HMGB proteins are non-histone chromatin-associated molecules that influence transcription and cell differentiation through histone binding and inhibition of RNA polymerase II activity [41]. The *Cbx* family of genes encodes components of heterochromatin that maintain the transcriptional repressive states of many genes during development via chromatin remodeling and modification of histones [42]. SNF/SWI family members form ATP-dependent chromatin complexes that regulate transcription by altering the chromatin structure at target genes [43]. *Mcm* family members encode components of the MCM2-7 complex essential for DNA replication in eukaryotic cells. Chromatin remodeling through the interaction between the MCM proteins and histone H3/H4 dimers inhibits pol II transcription [44]. 

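Ezh2, the methyltransferase of histone H3 lysine 27, fell by 1.60 on the log2 scale in A/J and 1.82 in B6 from E15.5 to PN0 (SE 0.11, limma's adjusted p = 1.4e-12 and 1.2e-13). Ehmt1, a methyltransferase of lysine 9, fell by 1.12 and 1.24 (SE 0.09), and Smarca4, the ATPase of the SWI/SNF complex, by 0.80 and 0.82 (SE 0.07). Set fell by 0.74 and 0.44 (SE 0.13), with an onset at E19.5 in A/J and at PN0 in B6. Its 2 probe sets were dim, with means of 5.76 and 5.64 against a median of 6.42 over all probe sets, which limits the reading of its onset. The kinases Baz1b and Atm fell by 1.48 and 1.44 in A/J and by 1.59 and 1.87 in B6. All 6 of the genes named in this network that were measured here fell in both strains at PN0, and 5 were below E15.5 at E17.5. The study chose them on these samples. Dnmt1, the maintenance DNA methyltransferase, fell by 2.02 in A/J and 2.14 in B6 (SE 0.10).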

TFs in this network are functionally involved in histone modification, including genes influence histone methylation: *Ezh2* (enhancer of zeste homolog 2) and *Ehmt1* (euchromatic histone-lysine N-methyltransferase 1) [45]; histone acetylation & deacetylation: *Smarca4* (SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 4), *Set* (SET nuclear oncogene) and *Phb* (prohibitin) [46]; and histone phosphorylation: *Baz1b* (bromodomain adjacent to zinc finger domain, 1B) and *Atm* (ataxia telangiectasia mutated) [47]. These TFs are likely to regulate transcription via post-translational modification of histones, to influence the accessibility of TFs to their targets. TFs and enzymes in this network appear to act synergistically to establish local chromatin structure required for control of the cell cycle progressions during lung maturation from E17.5 to PN0.

### Matched dynamic profiles of transcription factors and targets during lung maturation

STEM (Short Time-series Expression Miner), a clustering algorithm specifically designed for the analysis of short time series gene expression datasets (5–8 time points) was used to further cluster changes in lung mRNAs with length of gestation [48]. The clustering algorithm first selects a set of representative temporal expression profiles, and assigns each gene to the model profile based on the Pearson correlation. Using STEM, seven representative temporal expression patterns were identified (Figure S4). Among these, clusters 79 and 71 (C-79 and C-71) represent the largest induced or repressed clusters during lung maturation, respectively. Since C-23 was a relatively small cluster (44 genes) and its expression pattern and enriched biological function were similar to C-71, the mRNAs in C-23 were merged into C-71. The clusters and enriched functional classifications are shown in Figure 4. 

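Many adhesion and matrix genes rose by E17.5, and most genes of DNA repair and RNA processing fell from E17.5 in A/J and from E16.5 or E17.5 in B6. Of 38 genes of cell adhesion and extracellular matrix, 19 were above E15.5 and none below at E16.5 in A/J (24 when adjusted over the list alone), and 28 were above and 3 below at E17.5. By PN0, 24 were above and 7 below, and camera's adjusted p went from 0.00328 at E16.5 to 0.0921 at PN0 with an estimated correlation. The laminin gene Lama5 rose by 1.22 on the log2 scale in A/J at E18.5 and stood at 0.38 at PN0 (SE 0.09). Of 24 genes of fatty acid and phospholipid synthesis, 6 were above and 4 below at E16.5 in A/J (10 and 4 over the list alone), and 17 above and 5 below at E18.5, with adjusted p = 0.0635 with an estimated correlation. In B6, 19 were above and 2 below at E18.5 (19 and 3 over the list alone; adjusted p = 0.0105 with an estimated correlation). Of the 18 genes of ion and water transport, 9 had their onset at E16.5 in A/J and 10 in B6; Aqp1, the water channel of capillaries, had it at E16.5 and rose by 3.59 in A/J and 3.63 in B6. Of the falling groups, all 25 genes of DNA repair and all 27 of RNA processing were below E15.5 at PN0 in both strains, with mean changes of -2.09 and -1.08 in A/J. Of 24 genes of translation, 20 fell and 1 rose in A/J and 17 fell and 2 rose in B6 (18 and 2 over the list alone), with adjusted p = 0.0601 and 0.0852 with an estimated correlation.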

“Cell adhesion”, “extracellular matrix organization”, “vasculature development” and “lipid metabolism” were major bioprocesses that were induced in earlier developmental stages; “defense/immune response”, “ion transport” and “signaling pathway” were identified as major bioprocesses induced later in gestation. mRNAs associated with “Cell cycle”, “DNA repair/replication”, “RNA processing” and “translation” were major bioprocesses that decreased with lung maturation.

**Figure 4:**
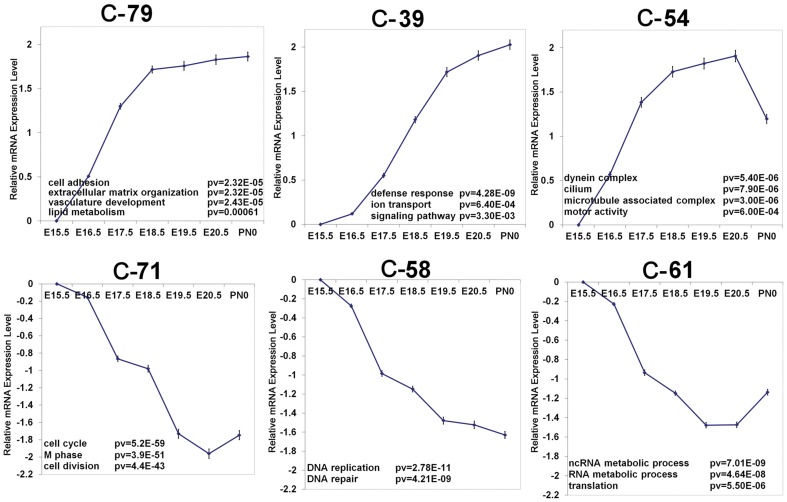
Identification of temporal dependent lung mRNA expression patterns and predicted functions. mRNAs that changed in both strains during lung maturation were clustered into 6 temporally dependent expression patterns using STEM [48]. The x-axis represents the gestational ages and the y-axis represents relative mRNA using E15.5 as the baseline. Profiles are expressed as the means ± SEM of 3 animals per time point. Most highly enriched functional categories for each cluster were identified using DAVID (http://david.abcc.ncifcrf.gov/summary.jsp).

Expression patterns of the six temporal dependent clusters were matched with the dynamic expression profiles of TF/SMs using STEM to compute the significance of overlap between the two profiles on the basis of the hypergeometric distribution [48]. Six matched profiles were identified and are shown in Figure S5. Among the 6 matched profiles, C-79 forms the largest cluster induced during lung maturation; 75 TF/SMs share expression profiles with the genes in C-79. C-71 represents the largest “down regulated” group of genes and 54 TF/SM identified from the TF/SMs share expression profiles with gene in C-71.

### Identification of transcriptional networks controlling important bioprocess during lung maturation

Transcriptional Regulatory Networks (TRN) were generated to reveal the potential biological interrelationships among the matched TF/SMs and their proposed target genes within each cluster. Figure 5A represents the major TRN for genes from C-79 and its matched TF/SMs. PPARG (peroxisome proliferator-activated receptor gamma), CEBPA, VEGFA, STAT3 (signal transducer and activator of transcription 3), PIK3R1 (phosphoinositide-3-kinase, regulatory subunit 1 alpha), CDH1 (cadherin 1) and CAV1 (caveolin 1) were identified as major hubs regulating C-79 genes. 

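Pparg, a nuclear receptor of lipid metabolism, rose from E16.5 to 1.56 on the log2 scale in A/J at E20.5 and 0.83 in B6 at E18.5 (SE 0.10), and stood at 1.01 and 0.67 at PN0 (limma's adjusted p = 1.5e-09 and 2.1e-06). Stat3, the factor of interleukin 6 signaling, rose by 1.39 in A/J and 1.45 in B6 at PN0 (SE 0.09). Pik3r1, a regulatory subunit of PI3 kinase, peaked at 1.26 in A/J at E18.5 and reached 1.14 in B6 at PN0. Cdh1, the cadherin of epithelial cells, reached 1.09 in A/J at E18.5, and Cav1, the caveolin of type I and endothelial cells, 1.25 at E20.5. All 7 named hubs rose from E15.5 to PN0 in both strains, and 5 of the 7 had their onset at E16.5 in each; the study chose them on these samples. At E18.5, Cebpa was higher in B6 than in A/J, Pik3r1 was lower by -0.33, and the other 5 did not pass the test.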

Nearest neighbors of the important hubs from the C-79 network were identified and the enriched functions of these sub-networks were assessed. A VEGFA centered sub-network is shown in Figure S6 that was enriched for angiogenesis/vascularization (Pv = 2.3E-26). A CEBPA-PPARG sub-network is enriched in mRNAs regulating lipid metabolism/transport category (1.78E-14) and differentiation (8.7E-14) (Figure S7). A CDH1-CAV1 sub-network is enriched in mRNAs regulating cell adhesion (5.7E-12), cell movement (4.3E-10) & tissue development (2.7E-9) (Figure S8). A STAT3-PI3K sub-network is enriched in mRNAs regulating differentiation (2.36E-25), apoptosis (1.38E-20) and cell proliferation (2.65E-21) (Figure S9).

**Figure 5:**
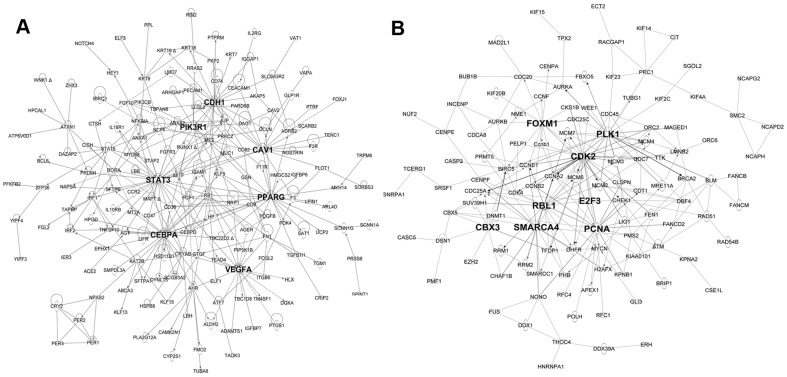
Transcriptional regulatory networks (TRN) of major gene clusters that changed during lung maturation. (A) Proposed TRN for C-79 genes and its matched TF/SMs. (B) Proposed TRN for C-71 genes and its matched TF/SMs. Nodes in bold were TF/SMs that were predicted to serve as important regulatory hubs in the network.

Similarly, biological association networks were constructed for the major “down-regulated” gene clusters. Network analysis of C-71 and its matched TF/SMs are shown in Figure 5B. The most enriched functions of this network include cell cycle (1.9E-55); DNA replication, recombination, and repair (8.7E-29); and chromosome assembly and organization (2.1E-23). 

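E2f3, a transcription factor of the G1/S transition, fell by 1.06 on the log2 scale in A/J and 1.16 in B6 from E15.5 to PN0 (SE 0.12). Cdk2 fell by 1.04 and 1.13 (SE 0.07, limma's adjusted p = 9.6e-13 and 2.0e-13), and Pcna, the sliding clamp of DNA polymerase, by 1.64 and 1.54 (SE 0.09). Of the 8 hubs named, which the study chose on these samples, 7 fell at PN0 in each strain (8 in A/J when adjusted over the list alone); the 8th was Hmgb1. At E18.5, 6 of the 8 were lower in B6 than in A/J as deposited and none was higher. The median difference of all probe sets was -0.13 there, and Pcna passed narrowly, at -0.24 (limma's adjusted p = 0.0488). Cdk2 was lower by -0.41, Ezh2, outside this group, by -0.54, and Smarca4 did not differ (0.03, adjusted p = 0.759).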

Consistent with the previous dynamic TF/SMs pattern analysis, key regulatory hubs of C-71 included genes important in cell cycle control (e.g. *Foxm1*, *E2F3*, *Cdk2* and *Plk1*) and genes involved in chromatin modification, including *Cbx3* (chromobox 3), *Smarca4*, *Pcna* (proliferating cell nuclear antigen) and *Hmgb1* (high mobility group box 1).

### Strain dependent gene expression during lung maturation

Since the length of gestation of B6 and A/J mice differs by 30 hours, we assumed that dynamic changes in gene expression and cellular processes regulating lung maturation would differ in these two mouse strains. A pairwise Pearson correlation was performed from the lung mRNA microarray data. At E15.5 and E16.5, lung mRNAs were closely correlated and were most divergent at E18.5, Figure S10A. 

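By correlation, the strains were most alike at E15.5 and E16.5, and many genes differed from E18.5 on. The mean correlation between B6 and A/J replicates over all probe sets was 0.993 at E15.5, 0.992 at E16.5, 0.990 at E17.5, 0.986 at E18.5 and 0.987 at PN0 (9 pairs of replicates each, which are not independent). At E18.5 the pairs ranged from 0.984 to 0.988 and at PN0 from 0.985 to 0.988. Called probe sets numbered 179 at E15.5 (101 higher in B6), 252 at E16.5 (125 higher), 374 at E17.5 (150 higher), 861 at E18.5 (203 higher) and 878 at PN0 (354 higher). The largest differences at E18.5 were those of Trim12a, a member of the TRIM family, higher in B6 by 3.42 on the log2 scale (SE 0.14), and Cym, lower by -2.75 (SE 0.24). Trim12a was among 38 probe sets called at all 5 times in 1 direction, 16 higher and 22 lower in B6. Of the 861 probe sets called at E18.5, 208 were called in the same direction at E17.5, against 8.16 for independent lists, and 828 had no overlap between replicates; over all probe sets this share was 35.8%, and 10% is the share by chance. Of these 861, 76.4% were lower in B6, and the median difference of all probe sets was -0.13. With each array centred on its median, 305 were higher and 384 lower (55.7%) and the median was -0.04; with quantile normalization, 340 were higher and 325 lower (48.9%). At E17.5, centring made 76.2% of calls lower in B6, against 59.9% as deposited. With only the 2 groups compared in the model, 18 probe sets were called at E16.5, 233 at E17.5 and 371 at E18.5. The count at E16.5 was 389 without A/J replicate 1, more than the 374 at E17.5. It was 138 without A/J replicate 3 and 165 without B6 replicate 2. A/J replicate 1 of E16.5 lay between the strains, so how alike they were at that time is not settled.

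**Figure D5:**
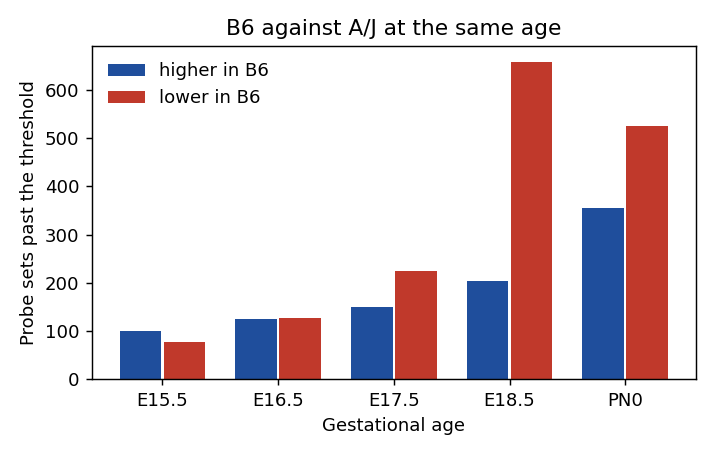
Number of probe sets called higher and lower in B6 than in A/J at each of the 5 shared times, at an adjusted p under 0.05 and a fold of 1.5. The counts are largest at E18.5 and PN0, and at E18.5 most are lower in B6. At PN0, B6 lungs were a day younger than A/J lungs.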

B6 mice were born on E19.5, and A/J mice were born on E20.5. Correlation analysis of neighboring time points suggested that B6 mRNAs at E18.5 were most similar to A/J mRNAs at E19.5 and least similar to A/J mRNAs at E18.5, Figure S10B. These findings were consistent with the observation that A/J fetuses that were delivered two days prematurely (at E18.5) failed to expand their lungs and died of respiratory failure soon after birth [19]. 

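Among neighbouring times, B6 at E18.5 was closest to A/J at E19.5, with a mean correlation of 0.989 (SD 0.00237 over 9 pairs of replicates). The mean was 0.986 with A/J at E20.5 and lowest, at 0.983, with A/J at E17.5. Fewer probe sets differed from A/J at E19.5 (503, of which 242 were higher in B6) than from A/J at E17.5 (1278, of which 639 were higher). Scd1, a desaturase of fatty acid synthesis, had risen by 5.03 on the log2 scale since E15.5 in B6, and in A/J reached its maximum of 4.34 at E19.5 (SE 0.19). Lcn2 was higher in B6 than in A/J by 2.05 at E18.5 and did not differ at PN0 (-0.24, limma's adjusted p = 0.453).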

When A/J fetuses were delivered one day prematurely (at E19.5), most pups survived (87.4%), a survival rate similar to that for B6 mice born one day prematurely at E18.5 (82.5%) [19]. Together with previous survival data, the pairwise correlation of mRNAs supports the concept that mRNAs differ the most between these two strains at E18.5, but that catch up in A/J mice at E19.5, are likely to be important for lung maturation and function.

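At E18.5, most type II cell and interferon genes were higher in B6 and most cell cycle genes were lower, but as groups none passed camera with an estimated correlation. Of the 14 markers of type II cells, 9 were higher in B6 and none lower, with a mean log2 difference of 0.66; camera's adjusted p was 4.4e-15, and 0.0533 with an estimated correlation. Of the 25 genes of interferon response and antigen presentation, 17 were higher and none lower (17 and 1 when adjusted over the list alone), with adjusted p = 0.0702 with an estimated correlation. Irf7, a regulator of interferon genes, was higher in B6 by 0.82. Of the 14 markers of type I cells, 2 were higher, Rtkn2 by 2.01 (SE 0.20) among them, and 2 lower, Hopx among them, also when adjusted over the list alone. Of the 45 cell cycle genes, 39 were lower in B6 and none higher (41 over the list alone), by -0.65 on average, with adjusted p = 0.344 with an estimated correlation; 31 were lower after quantile normalization. The difference at E18.5 exceeded that at E15.5 for 574 probe sets, 106 toward higher and 468 (81.5%) toward lower values in B6, with a median shift of -0.11 as deposited. With each array centred on its median the count was 267, with 52.1% toward lower values, and after quantile normalization it was 296. The count of 574 was 354 without B6 replicate 2 of E15.5 and 359 without A/J replicate 3 of E15.5. By this measure, 9 of the 14 type II cell genes were higher in B6 (10 over the list alone; camera's adjusted p = 0.0115 with an estimated correlation). The 8 esophagus and upper airway genes were lower in B6 at E18.5 by -1.28 on average, and 5 of them passed the test (6 over the list alone).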

We selected genes that were differentially expressed in A/J and B6 mice at E18.5 but unchanged when comparing A/J at E19.5 vs. B6 at E18.5. 

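Selection took probe sets called between B6 and A/J at E18.5 and not called between B6 at E18.5 and A/J at E19.5. It gave 626 probe sets for 606 genes, 136 higher in B6 and 490 lower. Among those higher were Lyz2, a lysozyme of macrophages and type II cells, by 1.25 on the log2 scale (SE 0.14, limma's adjusted p = 8.4e-07), Il33, an alarmin cytokine, by 1.22 (SE 0.20) and Chil1 by 1.78. Among those lower were Cdk1, the kinase of mitotic entry, by -0.80 (SE 0.15), and the keratin gene Krt5, of the esophagus list, by -1.31 (SE 0.49). The gene lists were not tested within the selection. With each array centred on its median, the selection held 464 probe sets, 212 higher and 252 lower; after quantile normalization it held 444, 240 higher and 204 lower. Both comparisons use the same B6 arrays, so their log2 differences share error: their correlation was 0.393 and was 0.497 in simulated data with no difference, with covariances of 0.0245 and 0.00749.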

390 probe sets corresponding to 304 genes were selected. The heatmap of these strain dependent changes is shown in Figure 6A. 

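Relative to E15.5, 288 of the 626 selected probe sets rose and 338 fell over time, by the direction of their largest change. Of the 136 that were higher in B6 at E18.5, 126 rose with age, and of the 490 that were lower, 328 fell. Genes higher in B6 that rose included Retnla, by 1.01 on the log2 scale between strains at E18.5 (SE 0.25), Lyz1 by 1.90 and the interferon-induced gene Ifit3 by 1.15 (SE 0.22). Genes lower in B6 that fell included Cdc25c, by -1.01 between strains (SE 0.21, limma's adjusted p = 7.4e-04), and the linker histone gene H1f5 by -0.66 (SE 0.20). Ndrg1, a hypoxia-responsive gene, was lower in B6 by -0.81 and rose over time. After quantile normalization, 276 rose and 168 fell.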

Using E15.5 as the baseline, mRNAs of 140 probe sets increased while 250 probe sets decreased during lung maturation. The functional enrichment analysis of mRNAs that increased with gestational age was associated with “Inflammatory/Defense Response”, “Lipid Metabolism” (in particular, regulating phosphatidylcholine) and “Respiratory Disease”. 

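Lipid genes differed between the strains in both directions. Of the 24 genes of fatty acid and phospholipid synthesis, 7 were higher in B6 at E18.5 and 4 lower (8 and 4 when adjusted over the list alone); camera's adjusted p was 3.2e-05, and 0.0830 with an estimated correlation. After quantile normalization, 9 were higher and 1 lower. Relative to E15.5, the strain difference of 6 of these genes was larger at E18.5 toward B6 and that of 1 toward A/J (8 and 1 over the list alone), with adjusted p = 0.00318 with an estimated correlation. Of the 35 genes of innate defense and inflammation, 11 were higher in B6 at E18.5 and 3 lower (12 and 3 over the list alone), with adjusted p = 0.109 with an estimated correlation. Of the 18 genes of surfactant and lamellar bodies, 9 were higher and 1 lower, with adjusted p = 0.0988 with an estimated correlation. The enrichment of the paper's functional terms was not repeated.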

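Most replication and chromatin genes were lower in B6 at E18.5 as deposited, but neither list passed camera with an estimated correlation. Of the 34 genes of chromatin assembly, 23 were lower in B6 and none higher (27 when adjusted over the list alone), and 15 were lower after quantile normalization. Of the 34 genes of DNA replication, 23 were lower and none higher (26 over the list alone), and 12 after quantile normalization. Camera's calls for both lists were lost with an estimated correlation, with adjusted p = 0.344 and 0.436. Foxm1 was lower in B6 by -0.67 on the log2 scale (SE 0.10, limma's adjusted p = 4.6e-05) and Hells by -0.69 (SE 0.16). At PN0, 23 of the 45 cell cycle genes were higher in B6 and 4 lower (29 and 4 over the list alone), with camera's adjusted p = 0.652 with an estimated correlation. Whether the strain difference of this list changed between E18.5 and PN0 was not tested. At PN0, B6 lungs were a day younger than A/J lungs, so age and strain are not separated there. Top2a was lower in B6 by -0.69 at E18.5 (SE 0.22) and higher at PN0. Smooth muscle genes were also lower in B6 at E18.5, 8 of 10, among them Myh11 by -0.43, but 5 were lower after quantile normalization and 6 with the mean of the esophagus genes, high in the 3 A/J replicates of that age, as a covariate; camera's adjusted p was 0.424 with an estimated correlation.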

The group of down regulated mRNAs was functionally enriched in “DNA packaging”, “cell cycle”, and “chromatin assembly/disassembly and organization”, Figure 6B–C.

**Figure 6:**
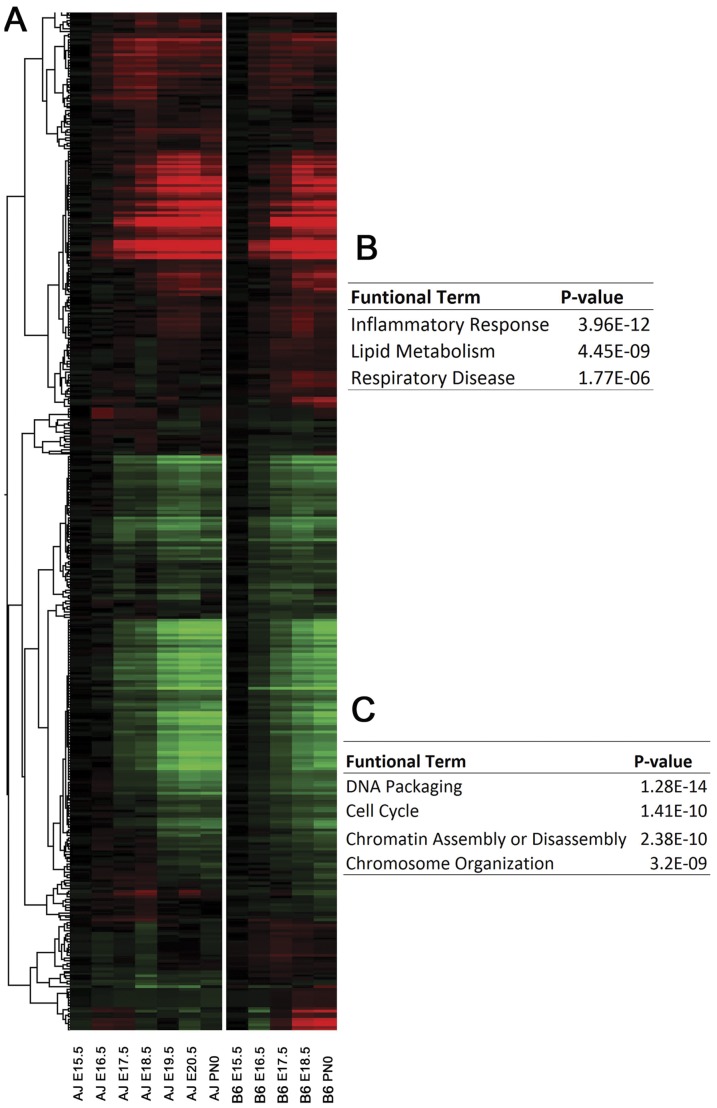
Identification of strain dependent changes in mRNAs during lung maturation. (A) Heatmap of mRNAs expressed differentially in two mouse strains at E18.5 but were not changed comparing A/J at E19.5 to B6 at E18.5. Two major expression patterns were revealed by hierarchical clustering, one is induced with advancing gestational age, and the other is repressed with advancing gestational age. (B) and (C) Analysis of enrichment of functional terms associated with genes in the two clusters. Top functional terms (ranked by p -value) are listed.

### Genes involved in surfactant homeostasis and innate defense were induced earlier in B6 than in A/J mice

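Most of the named genes of surfactant proteins and lipids were higher in B6 lungs at E18.5. Sftpb, required for the surfactant film, was higher in B6 by 0.63 on the log2 scale (SE 0.17, limma's adjusted p = 0.00735), Sftpd by 0.99 (SE 0.17, adjusted p = 1.3e-04) and Sftpa1 by 0.56 (SE 0.17, adjusted p = 0.0144), with 3 replicates per strain. Among lipid genes, Scd1 was higher by 1.46 (SE 0.19), Lpcat1, which acylates lysophosphatidylcholine, by 0.58 (SE 0.08), and Fasn, the fatty acid synthase, by 0.51 (SE 0.10). Abca3, the lipid transporter of lamellar bodies, was higher by 0.44 (SE 0.09) and Cebpa by 0.43 (SE 0.11). Pon1 had a difference of 0.64 (SE 0.26, adjusted p = 0.0657), Slc34a2 one of 0.50 (SE 0.26, adjusted p = 0.146) and Fabp5, read by the brighter of 2 probe sets, one of -0.01 (SE 0.11, adjusted p = 0.950). Of the 11 genes, 8 passed the test, by adjusted p with no fold limit, and were higher in B6 (9 when adjusted over the list alone). Of these, Sftpa1, Fasn, Abca3 and Cebpa differed by less than a fold of 1.5. The mean difference was 1.53-fold, against an average of 2.2 in the paper. Camera gave adjusted p = 0.0342 with an estimated correlation; the study chose the list on these samples, so this is not independent evidence.

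**Figure D6:**
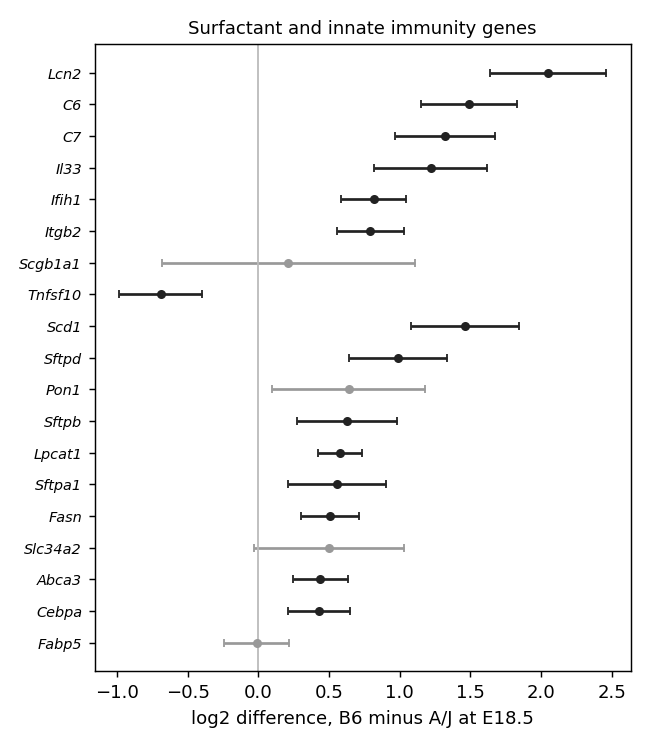
Log2 difference between B6 and A/J at E18.5 for genes of surfactant and innate defense, with 95% confidence intervals from limma and 3 replicates per strain; black points pass an adjusted p of 0.05 and grey points do not. Lcn2 has the largest difference, 2.05, and Tnfsf10 lies below 0.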

Genes regulating pulmonary surfactant are known to be critical for lung function at birth, surfactant deficiency causing RDS in preterm infants [49]. mRNAs encoding surfactant proteins (*Sftpa1*, *Sftpb* and *Sftpd*) and those involved in lipid synthesis (*Fasn*, *Pon1* (paraoxonase 1), *Scd1* and *Lpcat1*), lipid transport (*Abca3*, *Fabp5* and *Slc34a2*) and regulation (*Cebpa*) were increased in B6 compared to A/J mice at E18.5, fold-difference between strains were ranging from 1.5 to 4.1 fold with average fold change of 2.2 (Figure 7A). Mutations in human *SFTPB* (surfactant associated protein B), and *ABCA3* (ATP-binding cassette, sub-family A (ABC1), member 3) genes cause severe lung disease in new-borns, often resulting in respiratory failure at birth [50], [51], [52]. Mutations in *SLC34A2* (solute carrier family 34, member 2), a sodium phosphate co-transporter specifically expressed in type II alveolar cells, cause pulmonary alveolar microlithiasis [53]. Previous studies from this laboratory and others demonstrated that CEPBα is an important regulator of respiratory epithelial differentiation and is required for synthesis of surfactant lipids and proteins necessary for lung function at birth, deletion of the *Cebpa* gene in respiratory epithelial cells in the fetal mouse lung causing respiratory failure at birth [12]. *Lpcat1* (lysophosphatidyl-choline acyltransferase 1) catalyzes the conversion of lysophosphatidylcholine to phosphatidylcholine, which accounts for up to 75% of surfactant lipid saturated phosphatidylcholine (SatPC) synthesis in type 2 cells. *Lpcat1* mRNA and acyltransferase activity correlated directly with SatPC content, surfactant function, and perinatal survival [54].

**Figure 7:**
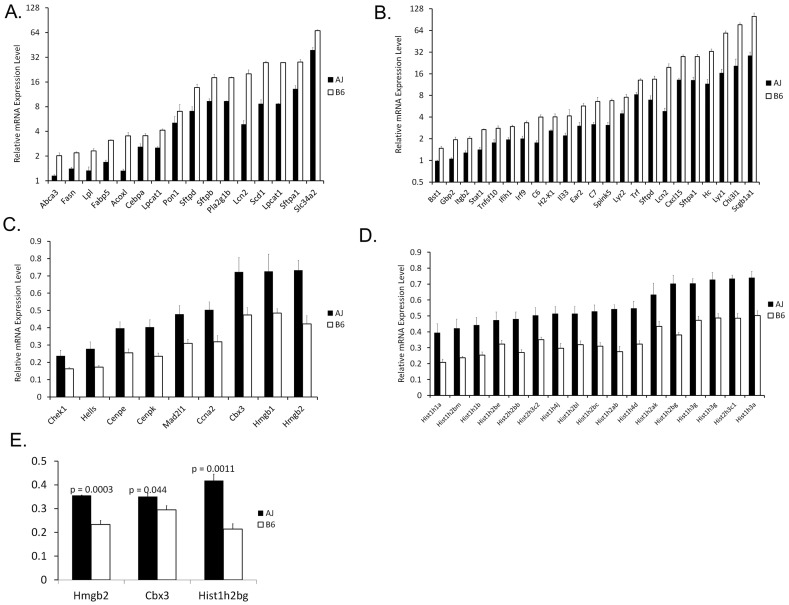
Functional classes of mRNAs associate with strain dependent changes. Genes involved in (A) surfactant homeostasis and (B) innate defense were expressed at significantly higher levels in B6 than in A/J mice at E18.5. (C) Histone associated genes and (D) genes involved in chromatin assembly/disassembly were expressed at significantly lower levels in B6 than in A/J mice at E18.5. (E) RT-PCR validation of selected mRNAs encoding chromatin regulators in lungs from B6 and A/J mice at E18.5 is shown. Results are expressed as the means ± SEM of 3 animals per time point.

Genes involved in lung innate immunity (*Sftpa1, Sftpd, Scgb1a1, Il33, Gbp2, Stat1, C3, C6, C7, Ln2, Tnfsf10, Iflh1 and Itgb2*) were expressed at significantly higher levels in lungs of B6 than in A/J mice at E18.5, fold-difference between strains were ranging from 1.5 to 4.1 fold with average fold change of 2.4, Figure 7B. 

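Of the measured defense genes that the text names, 8 of 10 were higher in B6 lungs at E18.5. Itgb2, the integrin chain of leukocytes, was higher in B6 by 0.79 on the log2 scale (SE 0.12, limma's adjusted p = 2.4e-05), and Ifih1, a sensor of viral RNA, by 0.81 (SE 0.11, adjusted p = 8.1e-06). Scgb1a1 had a difference of 0.21 (SE 0.44, adjusted p = 0.744), and Tnfsf10, a death ligand, was lower in B6 by -0.69 (SE 0.14, adjusted p = 8.7e-04). Of the 13 genes named, 10 were measured here by probe sets of their own. Of these, 8 were higher in B6 and 1 lower, with no fold limit, also when adjusted over the list alone. The mean difference was 1.83-fold, against an average of 2.4 in the paper. Camera gave adjusted p = 0.0114 with an estimated correlation; the study chose the list on these samples, so this is not independent evidence. Relative to the strain difference at E15.5, all 10 were higher in B6 at E18.5: Scgb1a1 by 2.04 (SE 0.62, adjusted p = 0.0476) and Tnfsf10 by 0.70 (SE 0.20, adjusted p = 0.0392).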

Literature mining indicated that NF-κB is likely a common mediator of these genes regulation during inflammation. SP-A and SP-D, members of the collectin family of lectins, play important roles in the innate immunity in lung, binding to bacterial, fungal, and viral pathogens and facilitating their uptake by alveolar macrophages, and regulating macrophage migration and cytokine production [55]. NF-κB (p65/p50) binds to the *SFTPA1* (surfactant protein A1) promoter, activating its transcription [56]. SP-D (surfactant protein D) regulates NF-κB and matrix metalloproteinase production in alveolar macrophages [57]. Interleukin 33 (IL-33), a member of the IL-1 family of cytokines, enhances production of Th2-associated cytokines through the activation of MAPK (mitogen-activated protein kinase 3) and NF-κB [58]. Neutrophil adhesion to extracellular matrix is necessary for an effective inflammatory response and is mediated by beta2-integrin (Itgb2) that is induced via NF-κB activation [59]. Expression of complement components (C5, 6 and 7) were induced at higher levels in B6 at E18.5. 

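Hc, the gene of complement C5, and C6 and C7 encode components of the membrane attack complex, and all 3 were higher in B6 lungs at E18.5. Hc was also on a list of 4 genes with known alleles of A/J or B6. Whether its strain difference comes from such an allele or from the timing of maturation was not tested. Hc was higher by 1.63 on the log2 scale (SE 0.18, limma's adjusted p = 2.8e-07, n = 3 per strain), C6 by 1.49 (SE 0.17, adjusted p = 4.7e-07) and C7 by 1.32 (SE 0.17, adjusted p = 5.5e-06). Relative to the strain difference at E15.5, they were higher by 1.58, 1.54 and 1.11. All 3 rose over time in both strains; from E15.5 to PN0, Hc rose by 4.53 in A/J and 5.52 in B6, C6 by 1.49 and 3.01, and C7 by 2.24 and 3.28. In A/J they were highest at E20.5, at 5.12, 2.25 and 2.86 above E15.5, and in B6 at PN0. At PN0 they were still higher in B6, by 1.03, 1.46 and 1.25.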

Complement proteins are known to influence innate immune defense, modulate cell survival, growth, and differentiation in various tissues [60]. The stimulation of C3 and C5 receptors leads to NF-κB activation in liver [61]. The prenatal induction of this network of genes associated with NF-κB and control of innate immunity is consistent with the importance of host defense in the lung necessary for survival after birth when the lung is exposed to alveolar pathogens.

The association between prenatal infection, inflammation and lung maturation is well established [62], but the underlying mechanisms integrating these processes are unclear at present. On the basis of the present and previous studies, we propose that NF-κB is likely a central mediator of the accelerated lung maturation seen after infection [63], [64]. Findings that surfactant and inflammatory response/innate defense related lung mRNAs were induced in both mouse strains and expressed earlier in B6 (shorter gestation length), implicate NF-κB as an important signaling mechanism that is likely to influence the timing of lung maturation. Many of the proteins regulating surfactant structure and function play dual roles in the regulation of innate immunity. Taken together, these data support the concept that innate immunity and surfactant production are critical and connected processes that prepare the new born for air breathing at birth.

### Strain dependent regulation of genes controlling chromatin assembly

In contrast to the relatively higher expression of innate defense response and surfactant-related genes during lung development in B6, the expression of genes encoding histones (H1–H4) and other regulators of chromatin assembly/disassembly decreased with advancing gestation and were expressed at significantly lower levels in B6 vs. A/J mice at E18.5, fold-difference between strains were ranging from 1.5 to 2.0 fold with average fold change of 1.62, Figure 7C–E. Chromatin regulators play a key role in generating diversity in gene expression of closely related species and strains [65]. 

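Most measured histone genes that are transcribed in S phase were lower in B6 lungs at E18.5 as deposited. H2ac4 was lower by -1.09 on the log2 scale (SE 0.19, limma's adjusted p = 1.7e-04, n = 3 per strain), H2bc8 by -0.79 (SE 0.17) and the linker histone gene H1f1 by -0.73 (SE 0.18). Of 70 genes of replication-dependent histones, 31 were measured here by probe sets of their own; 19 were lower in B6 and none higher (21 when adjusted over the list alone), by -0.48 on average, or 1.39-fold. Camera's call was lost with an estimated correlation (adjusted p = 0.406), and 13 were lower after quantile normalization. From E15.5 to PN0, 27 of the 31 fell and 2 rose in A/J and 28 fell and 2 rose in B6, with adjusted p = 0.0344 and 0.0429 with an estimated correlation. Of the other chromatin genes named, Hmgb2 was lower in B6 at E18.5 by -0.53 (SE 0.12), Hmgb3 by -0.49 and Mcm7 by -0.53. Mcm2 had a difference of -0.23 (adjusted p = 0.0930) and Cbx2 one of -0.05 (adjusted p = 0.764). At PN0, where B6 lungs were a day younger, 10 of the histone genes were higher in B6 (13 over the list alone). H1f5 was among them, by 1.24.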

We hypothesize gestational differences in lung mRNAs influencing chromatin organization may contribute to the differences in lung maturation between the A/J and B6 strains. Since many of the genes regulating chromatin assembly function as transcriptional repressors, their earlier decrease in B6 mice may contribute to the shorter time needed for lung maturation in B6 compared to A/J mice.

### Predicted inhibitory role of Notch signaling during lung maturation

Notch signaling is an evolutionarily conserved intercellular signaling pathway essential for embryonic development and the determination of cell fate in multiple organ systems including the lung [66], [67], [68], [69]. Notch signaling is typically initiated by interaction of Notch receptors with ligands, which leads to activation of the transcriptional repressors HES and HEY. As the primary downstream effectors of Notch signaling, HES and HEY family of TFs are considered as central regulators of fate-specific gene transcription [70]. When Notch signaling is activated, *Hes* and *Hey* genes are actively transcribed and cell differentiation is suppressed; whereas when Notch signaling is inactive, cells are allowed to proceed to a specific differentiation fate [67], [71]. 

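The Notch receptor gene Notch4 and the ligand gene Dll4, both of endothelial cells, rose in both strains from E15.5 to PN0. Dll4 (probe set 10474958) rose by 1.64 on the log2 scale in A/J (SE 0.09, limma's adjusted p = 6.4e-15) and 0.83 in B6, and Notch4 by 1.12 and 1.03 (SE 0.08). The effector gene Hey1 rose by 1.65 in A/J and 1.76 in B6 (SE 0.13). Hes1 rose by 0.71 in A/J (SE 0.11) and had a difference of 0.25 in B6 (adjusted p = 0.0626). Notch1 rose by 0.45 and 0.55 (SE 0.09) and the ligand gene Jag2 by 0.74 and 0.86 (SE 0.08). Of the 6 genes named, which the study chose on these samples, all 6 rose in A/J and 5 in B6 (6 when adjusted over the list alone). Of 46 measured genes of the Notch pathway, 27 rose in each strain and 11 fell in A/J and 10 in B6 (28 rose and 10 fell over the list alone in B6), with camera's adjusted p = 0.0534 and 0.0639 with an estimated correlation.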

In the present study, mRNAs encoding Notch ligands (*Dll4, Jag2*), Notch receptors (*Notch1* and 4), Notch downstream effectors (*Hes1* and *Hey1*), as well as a number of other key components in the Notch pathway were induced in both mouse strains (Figure 8A), indicating that active Notch signaling is associated with lung maturation. Furthermore, in contrast to the relatively higher expression of *Cebpa* (a known positive transcriptional regulator of lung maturation) in B6 vs. A/J mice, the mRNAs encoding *Hes1* (hairy and enhancer of split 1) and *Hey1* (hairy/enhancer-of-split related with YRPW motif 1) and other key components in the Notch signaling were expressed at significantly higher levels in A/J than in B6 mice at E18.5, Figure 8B. 

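Of the named Notch genes, Dll4 and Notch4 were lower in B6 than in A/J at E18.5. Dll4 was lower by -0.35 on the log2 scale (SE 0.09, limma's adjusted p = 0.00524, n = 3 per strain) and Notch4 by -0.22 (SE 0.08, adjusted p = 0.0392). Hes1 had a difference of -0.26 (SE 0.11, adjusted p = 0.0790, unadjusted 0.0284), Hey1 of 0.14 (SE 0.13, adjusted p = 0.434, unadjusted 0.289), Jag2 of -0.20 (adjusted p = 0.0774, unadjusted 0.0276) and Notch1 of -0.13 (adjusted p = 0.288, unadjusted 0.163). Of these 6 genes, 2 were lower and none higher (4 lower when adjusted over the list alone), and none was called with each array centred on its median or after quantile normalization. Of the 46 measured genes of the Notch pathway, 20 were lower in B6 and 1 higher (22 and 1 over the list alone), by -0.19 on average. Camera gave adjusted p = 0.0770, and 0.344 with an estimated correlation. With each array centred on its median, 6 were lower and 2 higher, and after quantile normalization 6 were lower and 4 higher. The count of lower genes was 10 without B6 replicate 2 and 12 without A/J replicate 1 at E18.5.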

Our previous study showed that co-transfection with a plasmid expressing constitutively active Notch in mouse lung epithelial cells repressed the expression of several maturation-associated lung mRNAs, including *Abca3*, *Sftpc* (surfactant protein C), *Lyz1* (lysozyme 1), *Lyz2* (lysozyme 2), and *Lpcat1* [19]. Together, our data suggests a potential inhibitory role for Notch signaling in perinatal lung maturation. We hypothesize that both positive and inhibitory regulators are required to achieve the precise regulation of the inverted relationship between lung cell proliferation and differentiation that changes with advancing gestational age. The net-balance between the inducers and repressors may be critical in determining the timing of maturation difference in A/J and B6 mice.

**Figure 8:**
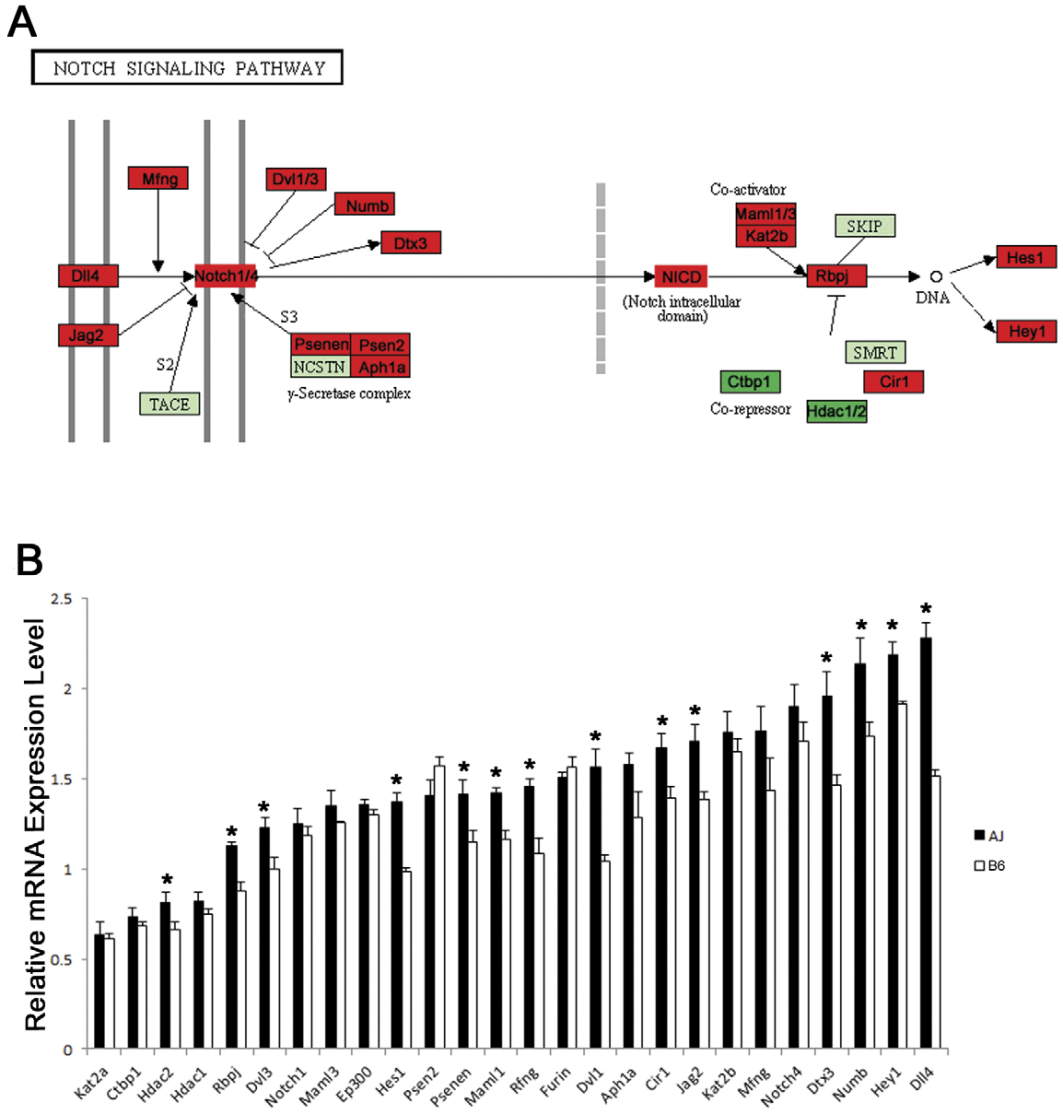
Changes of lung mRNAs related to the Notch Signaling Pathway were influenced by strain. (A) Representation of mRNAs changed during lung maturation in KEGG Notch Signaling Pathway (map04330). Red nodes indicate mRNAs that were significantly increased, while dark green indicates decreased expression during lung maturation. Light green indicates no significant change in gene expression or data not available. (B) Genes encoding a number of key components in the Notch Signaling Pathway were expressed at significantly higher levels in A/J than in B6 mice at E18.5 (*: P<0.05). Results are expressed as the means ± SEM of 3 animals per time point.

Although our observation is consistent with the “classical” role of Notch signaling, which is to prevent cell differentiation and to promote cell proliferation, it is important to note that Notch signaling is highly context dependent, such that stage, dosage, and cell-type differences all influence the biological outcome [69], [72], [73]. Future functional data will be needed to clearly define the role of Notch signaling in the maturational process of the many distinct cell types that comprise the lung.

## Discussion

The lung is a complex organ consisting of more than 40 distinct cell types derived from ectodermal, mesenchymal and endodermal compartments with a number of specialized functions related to gas exchange, host defense, and ion transport [5]. Lung development is a highly coordinated process that can be dissected into five morphologically distinct stages that begin near mid-gestation and continue through the early postnatal period. The embryonic stage is distinguished by the formation of the lung buds and division of the tracheal-esophageal tube (E9–11.5). The pseudoglandular stage (E11.5–15.5) is characterized by branching of the conducting airway, formation of the peripheral acinar tubules and buds, and vasculogenesis; the canalicular stage (E15.5–17.5), by expansion of the acinar tubules and buds, angiogenesis, and differentiation of alveolar epithelial type I and II cells; the saccular stage (E17.5 – PN5), by dilation of the terminal respiratory sacs, thinning of the mesenchyme, and deposition of elastin; and the alveolar stage (PN5-30), by maturation of the alveolar-capillary bed, alveolar ducts and alveoli [74], [75]. Peripheral lung maturation begins at approximately E15.5 and increases dramatically prior to birth. Differentiation of distal respiratory epithelial cells is required to establish effective gas exchange at birth, as well as increased production of pulmonary surfactant lipids and proteins that are essential for lung function and host defense after birth. Historically, concepts of lung “maturation” were focused primarily on the induction of surfactant lipids and proteins that are deficient in RDS found in preterm infants. A detailed understanding of the biological processes governing stage specific changes during lung maturation remain incompletely defined, but will be useful in designing new diagnostic and therapeutic strategies for this common clinical disease.

Genome-wide, time-course studies are a powerful tool for exploration of mechanisms underlying biological processes in many areas of biomedical research. Using this strategy, we systemically explored the dynamic regulation of lung maturation in both B6 and A/J mouse strains and identified and experimentally verified a number of genes, processes, pathways and transcription networks associated with, and likely to regulate, the complex processes of prenatal lung maturation. Both temporal and strain dependent gene expression patterns were identified during lung maturation. As illustrated in Figure 9, bioprocesses and key regulators associated with different stages of lung development were identified. Lung development, cell adhesion and movement, lipid metabolism, and proliferation were induced early in lung maturation (E15–16, pseudoglandular stage). *Hopx*, *Cebpa*, *Tcf21* and *Klf5* were predicted to be important transcriptional regulators at this stage, a finding consistent with gene deletion studies that support their important roles in prenatal lung maturation [12], [27], [76], [77]. TF/SMs regulating vasculature development and apoptosis were induced at E16–17 (canalicular stage), *Vegfa, Sox17 and Stat3/6* representing important regulators at this stage. 

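Stat3 and Stat6, which carry cytokine signals to the nucleus, rose from E16.5 in both strains. Stat6 (probe set 10366956) reached 1.22 on the log2 scale above E15.5 in A/J at E20.5 and 0.88 in B6 at E18.5 (SE 0.08), and stood at 1.00 and 0.69 at PN0 (limma's adjusted p = 1.3e-11 and 1.7e-08). Sox17 had its onset at E16.5 in A/J and at E17.5 in B6, and reached 1.52 at E20.5 and 0.92 at E18.5 (SE 0.11). Vegfa had its onset at E17.5 in both strains and stood at 1.87 in A/J and 1.14 in B6 at PN0. At PN0, Vegfa was lower in B6 than in A/J by -0.67 and Stat6 by -0.26.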

Innate defense/immune responses, cell differentiation, protein phosphorylation, ion transport, and cilium formation were induced at later gestational ages (E18–20, in the saccular stage), *Stat1, Tgfb1* (transforming growth factor, beta 1) *and Foxj1* (forkhead box J1) being important regulators associated with this stage of maturation. 

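Genes of motile cilia rose from E16.5 on in both strains. Foxj1, the transcription factor of ciliated cells, rose by 1.14 on the log2 scale in A/J at E18.5 (SE 0.13), with an onset at E16.5, and by 0.45 in B6 at PN0 (limma's adjusted p = 0.00556), with an onset at E17.5. Of 26 measured genes of motile cilia, 14 were above E15.5 in A/J at E16.5 and 23 at E17.5, and 20 and 22 were in B6, with 1 below at E17.5 (21 and 22 above and 1 below when adjusted over the list alone). Camera gave adjusted p = 0.00984 in A/J and 0.0134 in B6 at E17.5 with an estimated correlation. Dnah5, a dynein of the ciliary axoneme, reached 2.10 in A/J at E20.5 and 1.59 in B6 at E18.5 (SE 0.13). At E18.5, 15 of the 26 were lower in B6 than in A/J and none higher (18 over the list alone), 8 after quantile normalization, with adjusted p = 0.424 with an estimated correlation. Tgfb1 rose by 1.28 in A/J and 1.08 in B6 at PN0 (SE 0.09), with an onset at E18.5 and E17.5.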

Cell cycle and chromatin assembly were repressed during lung maturation. FOXM1, PLK1, chromobox, SWI/SNF and high mobility group families of transcription factors were predicted to play important roles in the negative regulation of lung cell proliferation occur in late gestation. The structure of the mammalian lung is highly conserved among mammals [78]. The morphogenetic processes of alveolarization and septal maturation across species are similar, but the timing of lung maturation and the degree of lung maturity at birth varies considerably among species, reflecting their gestational lengths [79], [80]. Since a rich capillary network and close apposition of endothelial cells and alveolar epithelial cells must be present for efficient gas exchange, the structural maturation of the lung at birth varies from the late canalicular to early terminal sac stage [81]. Mechanisms controlling the timing of lung maturation remain unclear. The present study was designed using inbred mouse strains that vary in gestational length, providing comprehensive information regarding strain dependent differences that underlie the timing of lung maturation prior to birth. Present findings demonstrate that prior to birth, innate immune responses and surfactant production are critical and connected processes that positively influence lung maturation necessary for respiration and survival after birth. In contrast, epigenetic regulators are likely to play a repressive role by altering chromatin structure and controlling the cell cycle (Figure 9B). We hypothesize that precise regulation and balance among the positive and negative gene networks are likely critical determinants coordinating the timing of lung maturation with gestational length that differs in the B6 and A/J mouse strains.

**Figure 9:**
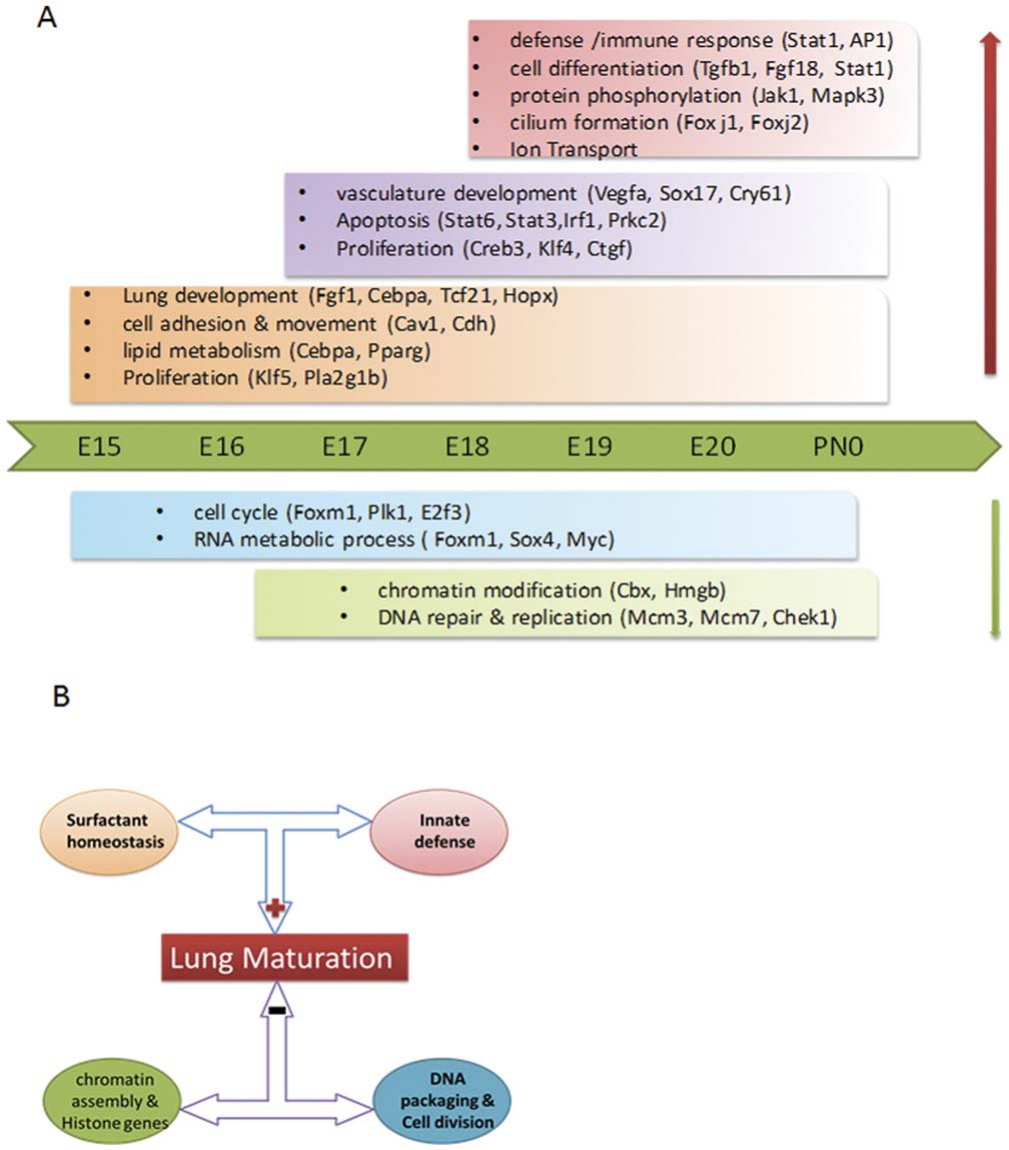
Schematized depiction of temporal and strain dependent effects on lung maturation. (A) Representation of bioprocesses and predicted key regulators changed dynamically with advancing gestation. (B) Strain effects underlying lung maturation are shown. Innate immune responses and surfactant production are critical and connected processes that play positive roles to promote lung maturation, while epigenetic regulators are likely to play a repressive role by altering chromatin structure and controlling the cell cycle. The precise balance of these positive and negative gene networks is likely a critical determinant that coordinates the timing of lung maturation.

Three sets of lung developmental time course microarray studies have been published previously with the emphasis on dynamic changes in expression of genes influencing extracellular matrix, tumorigenesis and miRNA/mRNA interactions respectively [82], [83], [84]. Kho et al. [85] combined the first two sets of array data and re-analyzed the data by principle components analysis (PCA). Through PCA analysis, these investigators identified a dominant component that was closely correlated with the distance from sample age to day of birth. Genes contributing to this pattern were functionally enriched in “oxygen and gas exchange” and “host defense”. Cox et al. [86] compared proteomic profiles with parallel DNA microarray data, identifying significant correlations and differences between protein and transcript levels during lung development. Although the overall correlation was relatively low (643 of the 1383 protein microarray data pairs were positively correlated), protein/mRNA pairs correlated with decreasing expression were enriched in genes associated with DNA replication, chromosome organization and biogenesis, findings consistent with our data, supporting the concept that repression of cell cycle and chromatin organization genes play important roles in prenatal lung maturation. Dong et al. [83] compared lung miRNA and mRNA profiling from E12 to adulthood to identify dynamically regulated miRNAs, their genome localization, and likely targets. The major Bioprocess patterns identified from previous mRNA profiling analysis [83] were largely consistent with our analytic results.

Our study differs from previous studies in many aspects, including experimental design, analytic approaches and Chip platform. The present study was uniquely designed to address strain dependent changes in lung maturation and to explain relationships between gestation length and lung maturation prior to birth. Previous studies adapted methods, such as T-test, ANOVA, K-means and hierarchical clustering, or Principle components analysis, to identify differentially expressed genes and cluster analysis. These methods were designed for static experiments that do not take into account temporal relationships among samples, thus, losing sequential information provided by the time series. We applied a functional Bayesian approach BATS (Bayesian Analysis of Time Series) in which each gene expression temporal profile was estimated globally by expanding it on an orthogonal basis [20]. This Bayesian approach is suitable for handling small sample numbers, irregular sampling intervals, missing data, and genes' temporal dependence between observations. For comparison purposes, we also conducted data analysis using traditional methods, such as two-way ANOVA and EDGE (Extraction of Differential Gene Expression), the first functional approach proposed for microarray time-course analysis [87]. The resulting gene list from BATS displayed improved temporal dependent patterns and reduced noise. For cluster analysis, we chose to use Short Time-series Expression Miner [48] for temporal dependent pattern recognition and selected only statistically significant patterns for further functional analysis. Previously published studies were performed using Affymetrix Mu11K and U74Av2 Chip platforms (contains 7202 and 8809 genes respectively, with 6667 genes in common), but we used Mouse Gene 1.0 ST Array, the latest product for Affymetrix expression arrays, which has complete genome coverage (total of 28853 genes), improved sensitivity, specificity, and reproducibility.

With these unique experimental designs and methodologies in hand, the present study revealed important insights into the gene networks and associated molecular and cellular mechanisms underlying the complex changes in lung structure and function that is broadly termed “lung maturation”. A number of limitations to the current study should be noted. One is that the design only covers the periods from middle to late gestational ages (E15.5 to PN0) that were focused primarily on prenatal lung maturation and, thus, may have missed important transcription factors and signaling pathways regulating lung formation earlier in development. Previously published studies used lung samples from E12 to adulthood [83], [85]. Therefore these earlier studies serve as a useful extension of data that are of interest for the study of lung biology. Another limitation is that so far all microarray studies derived from whole lung samples and, thus, does not represent dynamic changes of mRNAs in different populations of distinct lung cell types in the developing lung. Another important limitation of the present approach is that the correlation between regulators and potential targets are largely based on their shared expression patterns, which is likely to miss important TFs that regulate their targets independently of their own levels of expression. The likelihood of these influences is indicated by the apparent lack of identification of TFs, including *Foxa2, Etv5* (ets variant 5) *and Nfatc3*, which are known to regulate genes important for of lung maturation. 

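Foxa2, a transcription factor of airway and alveolar epithelium, did not meet the thresholds for change over time in either strain. At PN0 it differed from E15.5 by 0.13 on the log2 scale in A/J (SE 0.09, limma's adjusted p = 0.243) and 0.20 in B6 (adjusted p = 0.0654). Etv5, a factor of type II cells, fell by 0.66 in A/J (SE 0.08, adjusted p = 3.9e-08) and 0.19 in B6 (adjusted p = 0.0430), read by the brighter of its 2 probe sets; the other, about as bright, changed by -0.21 in A/J. Nfatc3 fell by 0.21 in each strain (SE 0.08, adjusted p = 0.0343 and 0.0315), with its largest change of -0.45 in A/J at E19.5. None of the 3 reached the 2-fold change asked of genes that changed over time. In B6 at PN0, 2 of the 3 were below E15.5 and none above, as deposited and with each array centred on its median. With the replicate number as a block, or the esophagus list mean as a covariate, 1 was below and none above. After quantile normalization, 1 was below and 1 above.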

While expression of their target genes increased, the relative abundance of these TFs did not change substantially with advancing gestation, supporting the concept that their activity is not mediated primarily at transcript levels but perhaps by post-transcriptional mechanisms. The integrative approach we previously developed can be used as an important extension to the current study [16]. In that study, we predicted the TF-Target matching pairs that regulate surfactant homeostasis by integrating analytic results from gene expression profiling, protein interaction, functional annotation, and promoter and literature mining and there we identified cis-elements, including HNF3B, NFAT and ETSF, as major regulatory hubs controlling surfactant homeostasis [16].

In summary, the present study systemically mapped key regulators, bioprocesses and transcriptional networks controlling lung maturation, providing new insights into the molecular and cellular mechanisms underlying lung maturation and function. A thorough understanding of the molecular mechanisms controlling the timing of normal lung maturation processes will promote the understanding of the pathogeneses of lung diseases associated with preterm birth, providing new potential therapeutic and diagnostic tools to treat pulmonary diseases in infants.

## Materials and Methods

### Microarray Design and Lung RNA Isolation

Mice were maintained in a pathogen-free environment in accordance with protocols approved by the Jackson Laboratory Animal Care and Use Committee. RNA analysis of murine tissue was approved by the CCHMC Institutional Animal Care and Use Committee. All microarray data are MIAME compliant and submitted to GEO (http://www.ncbi.nlm.nih.gov/geo/). All lung samples were carefully collected at precise gestational and postnatal ages, determined by continuous video-monitoring of mating and delivery times in the Jackson Laboratory [18]. Lungs from 3 litters (3 males/litter as one pool) of each strain were used at each gestational and postnatal time point (E15.5, E16.5, E17.5, E18.5 and PN0 for B6; E15.5, E16.5, E17.5, E18.5, E19.5, E20.5 and PN0 for A/J). The interval between all-time points was 24 hours, except for E20.5 (just prior to birth) and PN0 (just after birth) for the A/J strain, for which the perinatal interval was 3 to 6 hours. RNA was isolated from whole right lung homogenates using an RNAeasy Protect mini kit (Qiagen, Valencia, CA). Lung RNA isolated from two mouse strains at different development time points (n = 3/strain/time) were hybridized to the Mouse Gene 1.0 ST Array, the latest product in the family of Affymetrix expression arrays offering whole-transcript coverage (Affymetrix, Santa Clara, CA). The RNA quality and quantity assessment, probe preparation, labeling, hybridization and image scan were carried out in the CCHMC Affymetrix Core using standard procedures. The complete dataset has been submitted to the Gene Expression Omnibus (GEO) database with the accession number of GSE35485.

### RNA Microarray Analysis

mRNA array data was normalized using the Robust Multichip Average model [88], [89] and analyzed using three different statistical methods, including Bayesian Analysis of Time Series (BATS) [20], Extraction of Differential Gene Expression (EDGE) [90], and two-way ANOVA. The results were compared using Venn diagrams and hierarchical clustering for visualization. We chose to use BATS results for genes that were dynamically changing during lung maturation, since gene lists from BATS displayed clear temporal dependent patterns with reduced noise. Using this approach, gestational time dependent, differential gene expression profiles were identified from both B6 and A/J time series. Genes differentially expressed during lung maturation were selected with the threshold of Bayes Factor (similar to false discovery rate [91]) ≤0.01 and fold change (defined as the ratio of the maximal and the minimal expression levels in all time points of a given gene) ≥2.0 or ≤0.5. The overlapping genes were commonly altered in both mouse strains along with the lung maturation processes.

Pearson correlation was performed among all samples to estimate the sample similarity and divergence between two strains at different gestational ages. Strain-dependent, differential, gene expression profiles were identified between B6 and A/J time series first using two-way ANOVA with strain and time as two independent variables and time-strain interaction as the dependent variable. Genes differentially expressed between the strains were selected with a threshold of p-value (Strain) <0.0001 and a fold change (defined as the ratio of the maximal and the minimal expression levels in all time points of a given gene) of either ≥2.0 or ≤0.5. To identify strain dependent changes prior to birth, we compared mRNA expression in A/J vs. B6 mice at E18.5 and A/J at E19.5 vs. B6 at E18.5. We selected genes that were differentially expressed in A/J and B6 mice at E18.5 but unchanged when comparing A/J at E19.5 vs. B6 at E18.5.

### Identification of temporal dependent gene expression patterns

Differentially expressed mRNAs varying with advancing gestation were further clustered into distinct subgroups using Short Time-series Expression Miner (STEM) [48]. STEM is a unique clustering algorithm specifically designed for the analysis of short time series microarray gene expression data that is implemented in four steps: 1) selecting model profiles; 2) assigning genes to model profiles; 3) identifying significant model profiles; and 4) grouping significant profiles based on similarity. Using this method, temporal expression patterns of mRNA were identified with a permutation test p-value≤0.05.

### Functional classification and pathway analysis

Time and strain dependent changes in lung mRNAs were subject to gene ontology and pathway analysis. Gene Ontology Analysis was performed using public available web-based tool David (database for annotation, visualization, and integrated discovery) [92]. Over-represented pathways were identified by comparing the overlap of differentially expressed genes and all genes in the mouse genome with the gene sets associated with known pathways and gene sets from Ingenuity knowledge base (Ingenuity Systems, Redwood City, CA), MSigDB (http://www.broadinstitute.org/gsea/msigdb/), KEGG (http://www.genome.ad.jp/kegg/), Reactome (http://www.reactome.org/) and Biocarta (http://www.biocarta.com/). A pathway was considered to be over-represented when a probability p-value≤0.01 and gene hits ≥5 were found.

### Matched dynamic profiles of transcription factors and their potential targets

Transcription factors and signaling molecules (TF/SMs) that changed during lung maturation were identified using two-way ANOVA (time) with the p-value≤0.0001 and fold change ≥1.25. The dynamic expression patterns of the transcription factors/signaling molecules were compared with the patterns of the differentially expressed genes identified by the functional Bayesian models using data from both strains to link TF/SMs to potential target genes based on their expression similarities. Candidate TF/SMs associated with a particular expression pattern were further filtered using a promoter common elements search (Genomatix). If a TF displayed a similar dynamic expression pattern with a gene cluster and the corresponding TF binding sites was enriched in the promoters of that gene cluster, the TF was considered a potential regulator of that cluster of genes. Signaling molecules sharing expression or functional similarity with the matched TFs were considered to be potential upstream regulators connected with the TFs and targets genes in the same cluster. The regulatory relationships were analyzed using Ingenuity Pathway Analysis (IPA, Ingenuity Systems, Redwood City, CA). IPA software maps the transcription factors, signaling molecules, and cluster genes identified from the microarray and promoter analysis onto the interactome according to Ingenuity Pathway Knowledge Base, a large curated database of published literature findings on mammalian biology. Genetic networks preferentially enriched by input genes were generated based on their connectivity. Statistical scores were then calculated to rank the resulting networks and pathways using Fisher's right tailed exact test. The score indicates the degree of relevance of a network to the input gene set, relative to the number of network-eligible genes and the size of the network.

### RT-PCR Validation

RNA was isolated from whole right lung homogenates using an RNAeasy Protect mini kit (Qiagen, Valencia, CA). Three mice were pooled for each sample and four samples were used for each gene (n = 12 mice per group) and each sample was run in triplicate. Quantitative RT-PCR was analyzed using TaqMan® gene expression assays (Applied Biosystems, Foster City, CA). Probe and primer sets for 18s rRNA were used for normalization. All probes were selected from the list of Applied Biosystems. Quantitative RT-PCRs were performed with TaqMan primers listed in Table S2.

## Supporting Information

Figure S1 **Validation of lung mRNAs of selected genes.** The x-axis representing lung samples obtained at each gestational age. The left y-axis is log2 transformed relative mRNA levels determined by QRT-PCR from previous study. The right y-axis is log2 transformed relative mRNA levels determined by mRNA microarray. Red and blue lines represent the expression profiles determined by microarray analysis and QRT-PCR respectively.
(TIF) Click here for additional data file.

Figure S2 **TF/SMs induced from E16.5 were functionally enriched in regulation of cell proliferation and organ development (in particularly lung development).** TF/SMs changed during lung maturation were identified by two-way ANOVA and clustered on the basis of their initial change occurring at E16.5, E17.5, and E18.5 or later. The enriched functional categories of TF/SMs induced at different gestation ages were analyzed using Ingenuity pathway Analysis tool (IPA).
(TIF) Click here for additional data file.

Figure S3 **TF/SMs induced from E17.5 were functionally enriched in the regulation of cell proliferation, vasculature development/angiogenesis and apoptosis.** TF/SMs changed during lung maturation were identified by two-way ANOVA and clustered on the basis of their initial change occurring at E16.5, E17.5, and E18.5 or later. The enriched functional categories of TF/SMs induced at different gestation ages were analyzed using Ingenuity pathway Analysis tool (IPA).
(TIF) Click here for additional data file.

Figure S4 **Genes commonly changed during lung maturation were clustered into 7 temporal dependent expression patterns using STEM.**
(TIF) Click here for additional data file.

Figure S5 **Dynamic expression profiles match of TFSMs and their target genes during lung maturation.** We used temporal dependent genes commonly altered in both mouse strains during lung maturation as original set profiles (profiles in the left panel) and TFSMs dynamically changed during lung maturation as comparison set profiles (profiles in the right panel). Significant pattern matches were identified by STEM.
(TIF) Click here for additional data file.

Figure S6 **A VEGFA centered sub-network is functionally enriched in mTNAs involved in angiogenesis/vascularization.** Yellow nodes are known binding partners of VEGFA. Orange nodes are known to regulate VEGFA expression and green nodes are genes regulated by VEGFA.
(TIF) Click here for additional data file.

Figure S7 **CEBPA-PPARG sub-network regulates lipid metabolism/transport and cell differentiation.** Dynamic expression patterns of developmentally changed genes and TF/SMs were matched using STEM. Nearest neighbors of the important hubs from the C79 network were identified and the biological associations of genes in these sub-networks were assessed using Ingenuity pathway Analysis tool (IPA).
(TIF) Click here for additional data file.

Figure S8 **CDH1-CAV1 sub-network regulates cell adhesion, cell movement & tissue development.** Dynamic expression patterns of developmentally changed genes and TF/SMs were matched using STEM. Nearest neighbors of the important hubs from the C79 network were identified and the biological associations of genes in these sub-networks were assessed using Ingenuity pathway Analysis tool (IPA).
(TIF) Click here for additional data file.

Figure S9 **STAT3-PI3K sub-network regulates differentiation, apoptosis and cell proliferation.** Dynamic expression patterns of developmentally changed genes and TF/SMs were matched using STEM. Nearest neighbors of the important hubs from the C79 network were identified and the biological associations of genes in these sub-networks were assessed using Ingenuity pathway Analysis tool (IPA).
(TIF) Click here for additional data file.

Figure S10 **Close correlation of lung mRNAs from B6 (E18.5) and A/J (E19.5).** (A) Pearson correlation of lung mRNAs of B6 and A/J mice from E15 to PN0. Each sample was labeled to indicate the strain, age and biological replicates number of the mouse (i.e., AJ E15.1 represents the lung sample from AJ mouse strain at age of E15, litter number 1) (B) Scatterplot of correlation matrix on E18.5 and its neighboring time points. Correlation matrix was generated using multivariate analysis in JMP 9.0 (SAS Institute, Inc. Cary, NC).
(TIF) Click here for additional data file.

Table S1 **TFSMs induced from E16.5, peak at E17.5 and decreased thereafter.** The dominant expression pattern for TFSMs induced from E16.5 was shown in Figure 2A (i.e., consisting a fast increasing phase from E15–E18 and a slow increasing phase from E18-PN0). There is a small subset of TFSMs induced from E16.5, but peaked at E17.5 and decreased thereafter; genes in this group were known to influence early lung morphogenesis.
(DOCX) Click here for additional data file.

Table S2 **Taqman primers used for quantitative RTPCR.** Taqman primers (Applied Biosystems Catalog No.) were selected on the basis of microarray experiments examining mouse lung transcript levels during lung maturation.
(DOCX) Click here for additional data file.

# Supplementary material for: Transcriptional Programs Controlling Perinatal Lung Maturation
**Source:** PLoS One. 2012 Aug 20;7(8):e37046. doi: 10.1371/journal.pone.0037046
**Supplement:** Table S1 — TFSMs induced from E16.5, peak at E17.5 and decreased thereafter. The dominant expression pattern for TFSMs induced from E16.5 was shown in Figure 2A (i.e., consisting a fast increasing phase from E15–E18 and a slow increasing phase from E18-PN0). There is a small subset of TFSMs induced from E16.5, but peaked at E17.5 and decreased thereafter; genes in this group were known to influence early lung morphogenesis.

Table S1. A subset of TFSMs induced from E16.5, peak at E17.5 and decreased thereafter

| **Gene** | **Evidence** | **PMID** |
| --- | --- | --- |
| Fgfr2 | Required for limb outgrowth and lung-branching morphogenesis. | 16540513 |
| Hhip | Modulates Fgf signaling during lung branching morphogenesis. | 12569124 |
| Hif3a | Abnormal heart development and lung remodeling in mice lacking Hif3a. | 18070924 |
| Lama3 | Proliferation of epithelial cells. | 9950675 |
| Lama5 | Lung development, proliferation of epithelial cells | 12051813 |
| Lpar4 | Protective role in airway injury and remodeling. | 19586906 |
| Nkx2-1 | Regulates lung morphogenesis and differentiation. | 20694477; 12829717 |
| Nr3c1 | Lung maturation, quantity of type I and type II alveolar epithelial cells. | 15265771 |
| Shh | FGF and SHH signaling coordinate lung growth and development | 10518547 |
| Wnt5a | Distal lung morphogenesis. | 12142021 |

# Supplementary material for: Transcriptional Programs Controlling Perinatal Lung Maturation
**Source:** PLoS One. 2012 Aug 20;7(8):e37046. doi: 10.1371/journal.pone.0037046
**Supplement:** Table S2 — Taqman primers used for quantitative RTPCR. Taqman primers (Applied Biosystems Catalog No.) were selected on the basis of microarray experiments examining mouse lung transcript levels during lung maturation.

Table S2. Taqman primers used for quantitative RTPCR.

| Gene | Taqman Primer |
| --- | --- |
| Abca3 | Mm00550501_m1 |
| Aqp5 | Mm00437578_m1 |
| Atp1a2 | Mm00617899_m1 |
| Cbx3 | Mm00850539_g1 |
| Cebpa | Mm01265914_s1 |
| Cyp2f2 | Mm00484087_m1 |
| Fabp4 | Mm00445880_m1 |
| Fabp5 | Mm00783731_s1 |
| Hist1h2ab | Mm00779772_s1 |
| Hist1h2bg | Mm01701376_s1 |
| Hist1h4j | Mm01165508_s1 |
| Hmgb2 | Mm02745766_g1 |
| Lyz2 | Mm01612741_m1 |
| Napsa | Mm00492829_m1 |
| Pon1 | Mm00599936_m1 |
| Scd1 | Mm01197142_m1 |
| Scnn1g | Mm00441228_m1 |
| Sftpa1 | Mm00499170_m1 |
| Sftpb | Mm00455681_m1 |
| Sftpc | Mm00488144_m1 |
| Sftpd | Mm00486060_m1 |
| Slc34a2 | Mm01215846_m1 |
| Hist1h1a | Mm00518898_s1 |

Taqman primers (Applied Biosystems Catalog No.) were selected on the basis of microarray experiments examining mouse lung transcript levels during lung maturation.

How the deposited data were processed for this re-analysis (not part of the article)

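The authors deposited log2 values after RMA in Affymetrix Expression Console 1.1, and these were used as deposited, without further normalization, filtering or a floor. The arrays measured RNA of the right lung of fetal and newborn mice of the strains A/J and B6. The values were read from the series table, and its 37 arrays were assigned to strain, time and replicate by the titles of the samples. By the paper's methods, each replicate is a litter with 3 lungs pooled, and the design has 12 groups of 3 litters. Arrays 2 and 2b of B6 at E18.5 were averaged as 1 replicate; array 2b correlated with arrays 1, 2 and 3 alike (r = 0.993 each), so whether it belongs to replicate 2 is not established. Whether equal replicate numbers in different groups stand for a shared batch is not established, so no pairing was modelled.

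Probe sets were matched to gene symbols through the reference table, and 21789 probe sets with exactly 1 symbol were tested. Where a gene has several probe sets, the one with the highest mean over all arrays stands for it. Some genes that the paper names had no probe set of their own or are not reported here.

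limma 3.58.1 in R 4.3.3 fitted a mean for each of the 12 groups to the 36 replicates, with 24 residual degrees of freedom and an empirical Bayes prior of 2.83. p values were adjusted by Benjamini-Hochberg over all tested probe sets of a comparison. Strain comparisons used an adjusted p under 0.05 and a fold of 1.5, and change over time used limma's F test with an adjusted p under 0.01 and a fold of 2 between the highest and lowest time. That F test stands in place of the functional Bayesian model of the paper, which was not run. Statements on single named genes used the adjusted p alone. SE is the moderated standard error of limma. In data simulated with limma's variances, 98% of genes changed 2-fold and 47.5% of those changed 1.5-fold passed both thresholds for the strain comparison at E18.5, with 4 false calls among 21789 probe sets.

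The 60 gene lists were written from general knowledge, from the names in the paper's text and tables, or by a rule on symbols, before the data were examined. Each was counted with p adjusted over all genes and over the list alone, and 55 with at least 5 measured genes were tested against all other genes by limma's camera, with a preset correlation of 0.01 and with the correlation estimated from the data. The text gives the adjusted p with the estimated correlation, and the other beside it in places.

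Genes named in the passages were chosen by a rule fixed with the design: all genes of the paper's lists, the 10 with the largest rise and the 10 with the largest fall without overlap of replicates at E18.5, from E15.5 to PN0 and at birth, and up to 4 members of each other list with the largest change. Alternatives covered array scaling, the probe sets tested, dim probe sets, the empirical Bayes settings, the samples in the model, the thresholds, the handling of array 2b and the omission of each replicate, and the closing section gives their effect. Principal components were computed on centred, unscaled probe sets. Correlations are Pearson and Spearman, with p from 100000 permutations and a fixed seed. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The RT-PCR values and the promoter searches of the paper were not analysed here.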

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

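The tests of B6 RNA and of array noise in A/J E16.5 replicate 1, and the tests of tissue left beside the lung, were chosen only after the result was seen. A difference between ages drew attention to 574 probe sets whose strain difference at E18.5 exceeded that at E15.5. Signals in genes the paper does not discuss drew attention to the other 3 results: esophagus and upper airway genes high in 10 of 36 replicates, liver or heart genes high in single replicates by up to 2.71 on the log2 scale, and A/J E16.5 replicate 1, which lay between the strains as a share of 0.564 of B6 RNA would place it.

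At E18.5, more probe sets differed between the strains than at E15.5, E16.5 or E17.5 (2.30 times the highest of these), and 76.4% of them were lower in B6. PN0, where 878 differed against 861 at E18.5, was not part of this comparison. The tables argue against esophagus tissue in the A/J E18.5 samples as the whole source of the larger number: with the esophagus list as a covariate the ratio was 2.28, and without each of the 24 replicates of these 4 times it stayed above the bound of 1.5 (1.52 to 2.77). A shift of the A/J E18.5 arrays stays open for it: the ratio was 1.79 after quantile normalization but 1.39 without A/J E17.5 replicate 3 (1.39 to 2.15), and 1.61 with each array centred on its median (1.05 to 2.01). For the excess of lower values, 48.9% were lower in B6 after quantile normalization (47.8 to 51.9% without each E18.5 replicate), so a shift of array values may account for that direction. A lag of A/J lungs behind B6 lungs also stays open: 69.5% of the genes called at E18.5 differed in the direction of their change in A/J from E17.5 to E19.5 (61.2 to 74.0% without each replicate; 52.5% of all genes; 73.4% with each array centred and 72.9% after quantile normalization), and 46.0% of genes that changed in A/J over that interval fell (43.2 to 50.6%; 54.3% and 46.3% under these scalings). The first share lay between the bounds set for and against a lag, and the second lay on the side against it but crossed that bound with at least 1 replicate left out and with each array centred, so a lag and a strain difference unrelated to age cannot be told apart, and genetic differences between the strains were not tested.

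At 91 genes that differed between the strains at E15.5 and E17.5, A/J E16.5 replicate 1 lay between A/J and B6. The tables argue against noise of 1 array, since 93.4% of these genes deviated toward B6 (95% confidence interval 86.2 to 97.5%), against at most 61.5% in any other A/J replicate. B6 RNA in the sample is a candidate explanation: the share that placed the replicate between the strains was 0.564 by the 46 genes higher in B6 and 0.358 by the 45 genes higher in A/J, with at most 0.0554 and 0.144 in the other A/J replicates. The share of 0.564 is also the value that drew attention to this replicate, so it is not a separate test of B6 RNA. A lung of a cross between the strains was not tested and stays open, and the pool of 3 lungs leaves room for both. Without this replicate, 389 probe sets differed between the strains at E16.5, against 252 with it.

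The 10 replicates high in esophagus and upper airway genes were 9 from A/J at E17.5 or later and 1 from B6 at E17.5, and liver genes were high in A/J E15.5 replicate 1, A/J E19.5 replicate 2 and replicate 1 of B6 at E15.5 and E16.5. The tables argue against the club cells of the lung's own airways, since club cell genes did not follow the esophagus genes within groups (r = -0.136, permutation p = 0.244); basal cells of these airways were not tested. Tissue beside the lung may be the source: with each gene read in the replicates that the other genes of its list singled out, 91.6% of 83 values of the 8 esophagus genes lay above the gene's median, and all 35 values of the liver genes and 75% of the 12 of the heart genes, the latter in 1 replicate, exceeded both other replicates of the group. Krt13 stood at 9.24 in A/J PN0 replicate 2 against a median of 5.96 elsewhere, and Alb, the gene of albumin, at 11.5 in B6 E15.5 replicate 1 against 6.19. Of the 8 esophagus, 9 liver and 12 heart genes, 1, 1 and 9 lay above the median of all probe sets in the other replicates, and expression of these genes by the lung itself was not separated from tissue beside it. Fibroblast genes rose with the esophagus genes within groups (r = 0.696, permutation p = 0.00025, adjusted p = 0.005 over 20 lists), and whether strain or age changed how the lungs were dissected was not tested.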

How the results depend on the processing

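The alternatives without arrays high in liver or heart markers, with the esophagus list as a covariate, with the paper's filter for strain and with probe sets of several histone genes were chosen after seeing the data. A count is said to hold below when it stayed within 1.5 times its value. The mean fold of the histone genes (B6 over A/J) held over its 10 alternatives, between 0.672 and 0.773, and 6 genes followed Vegfa in A/J in each of 6. The counts of probe sets changed over time held in 11 of 12 alternatives in A/J, 14 of 15 in B6 and 14 of 15 for both strains; with a fold of at least 1.5, a looser threshold, they were 8468, 7274 and 6204. Strain differences held in 9 of 12 alternatives at E15.5, 8 of 12 at E16.5, 7 of 11 at E17.5, 10 of 14 at E18.5 and 8 of 11 at PN0, the change at birth in 9 of 11, the selection at E18.5 in 13 of 17 and the excess of the strain difference at E18.5 over that at E15.5 in 7 of 15 (102 to 1279).

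With a fold of at least 2, strain differences numbered 47 at E15.5, 40 at E16.5, 73 at E17.5, 136 at E18.5 and 179 at PN0, the selection 92, the excess at E18.5 102 and the change at birth 186. With no fold limit these were 488, 1583, 2201, 6759 and 4169, then 5638, 1279 and 4251. With all probe sets of the table, which adds those without a symbol of their own, they were 367, 544, 736, 2383 and 1593, then 1891 and 883; component 1 held 43.3% and component 2 10.8% of the variance, and the strains correlated at E18.5 with 0.974. With only the groups compared in the model, and so fewer samples, 18 differed at E16.5, 233 at E17.5 and 371 at E18.5, the excess was 138 and 1 Notch gene was higher in A/J. At an adjusted p under 0.01 the excess was 220, and with the paper's filter for strain, which leaves fewer probe sets, the selection was 224.

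With each array centred on its median the excess at E18.5 was 267, and with quantile normalization 296, and in both settings 6 Notch genes were higher in A/J at E18.5 in place of 20 (1 to 23 over its alternatives). The direction of the differences at E18.5 turned with scaling, from 76.4% lower in B6 to 48.9% after quantile normalization. Without the arrays high in liver or heart markers the excess was 320. The cause of these changes was not tested.

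The strain correlation at E18.5, 0.986, was 0.985 with array 2 only, 0.969 with only probe sets above the median level, 0.959 with only probe sets changed over time and 0.856 for values relative to the strain's E15.5 mean. Component 1 held 70.6% of the variance with only probe sets above the median level, and components 1 and 2 held 32.7% and 12.2% with probe sets scaled to unit variance. Relative to each strain's E15.5, the mean fold of the surfactant genes at E18.5 was 1.79 in place of 1.53 and that of the innate immunity genes 2.29 in place of 1.83. The cause was not tested.

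Leaving out each replicate in turn gave 3830 to 4012 probe sets changed over time in A/J, 3049 to 3189 in B6 and 2598 to 2675 in both, and strain differences of 165 to 200 at E15.5, 138 to 389 at E16.5, 302 to 543 at E17.5, 818 to 1048 at E18.5 and 767 to 979 at PN0. The change at birth ran from 854 to 954, the selection from 593 to 807, the excess from 354 to 711 and the Notch genes from 10 to 20. At E16.5 the count was 138 without A/J E16.5 replicate 3, 165 without B6 E16.5 replicate 2 and 389 without A/J E16.5 replicate 1. The excess was 354 without B6 E15.5 replicate 2 and 359 without A/J E15.5 replicate 3, and the Notch genes numbered 10 without B6 E18.5 replicate 2 and 12 without A/J E18.5 replicate 1. The mean folds at E18.5 ran from 1.44 to 1.62 for surfactant genes, 1.68 to 1.97 for innate immunity genes and 0.672 to 0.761 for histone genes, component 1 from 61.3% to 63.7% and component 2 from 8.37% to 9.06%, and the strain correlation from 0.986 to 0.987.

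Of 7246 values that 806 named genes took at E18.5 under the alternatives, 6968 kept their side of the threshold, 230 lost a call (101 genes), 48 gained one (32 genes) and none turned direction. With the replicate number as a block, 861 probe sets differed at E18.5 as without it. Replicates of equal number in different groups did not resemble each other (mean r = -0.00997 after removing group means, and 6 of 36 were closest to their own number). Of the probe sets with 1 symbol, 58.7% lay above the median of all probe sets, which limits what can be seen of dim genes; among those above it, 597 differed at E18.5, 596 of them among the 861.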

Differences from the paper's values

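The paper first selects genes that depend on strain by a two-way ANOVA (p for strain under 0.0001 and a fold of 2 between time points) and marks the Notch genes of Figure 8B at P<0.05, without saying whether that p was adjusted, but states no threshold for its selection at E18.5; whether the filter preceded this selection is not clear from the text, and it was not part of the main analysis here. Component 2 held 8.74% of the variance, against 23% in the paper, and none of the 44 alternatives set before the data were examined came within the paper's value (8.37 to 12.2%). The selection of probe sets that differed at E18.5 and not between A/J at E19.5 and B6 at E18.5 held 626, against the paper's 390. It came within 1.5 times of the paper's value with each array centred on its median (464), quantile normalization (444), only probe sets above the median level (420), only the groups compared (547), an adjusted p under 0.01 (575) and unchanged taken as an adjusted p of 0.05 or more (485). It did not with all probe sets (1891), trend and robust eBayes (626), the replicate block (626), a fold of 2 (92), no fold limit (5638), array 2 only (694), array 2b only (628), both arrays apart (627) or any replicate left out (593 to 807), nor with the paper's ANOVA filter added after seeing the data (224). With that filter, the number of genes (220) and of probe sets that rose (102) did come within 1.5 times of the paper's values given next. The number that fell with it (122) did not come within 1.5 times of the paper's 250. The 626 selected probe sets stood for 606 genes, against the paper's 304, and for 448 with each array centred on its median, 415 with quantile normalization and 408 with only probe sets above the median level, within 1.5 times of the paper's, while the other 11 of the 14 alternatives set before the data were examined, replicates left out aside, did not come within it (88 to 5341). Of the selected probe sets 288 rose from E15.5, against the paper's 140; of these 14 alternatives, 1 came within 1.5 times, with only probe sets above the median level (162), and the other 13 did not (61 to 2336).

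The paper places the strains apart on the second component; here the third separated them, with 83.2% of its variance within times due to strain against 7.35% for the second. It proposes, from neighbouring times, that B6 at E18.5 is least similar to A/J at E18.5. Here the mean correlation was 0.986 there and 0.983 with A/J at E17.5, while the highest, 0.989, was with A/J at E19.5 as in the paper. The paper also places the peak of strain differences at E18.5. Here the mean correlation at equal times was lowest there, 0.986 against 0.987 at PN0. Called probe sets numbered 861 at E18.5 and 878 at PN0. They numbered 689 and 906 with each array centred on its median, and 665 and 828 after quantile normalization. It counts Cyr61 among the genes that follow Vegfa; here Ccn1 (Cyr61) had r = 0.624 in A/J, where the other 6 passed 0.85, and in B6 Sox17 and Ahr passed it. It names Hmgb1 among the genes that fall; here it was below E15.5 before birth, by -0.93 in A/J at E20.5 and -1.03 in B6 at E18.5, but at PN0 had differences of -0.52 and -0.22 that did not pass the test, and passed in A/J without replicate 1 or 3 of E15.5, while 13 of the 14 measured genes of that figure were lower at PN0 in each strain. It places cilium formation and Foxj1 in the saccular stage; here Foxj1 had its onset at E16.5 in A/J and E17.5 in B6, and 14 of 26 cilia genes were above E15.5 at E16.5 in A/J. It places the rise of Egfr in late gestation; here its onset was E17.5 in A/J and PN0 in B6.

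Of the 11 surfactant genes it finds higher in B6 at E18.5, 8 were; Fabp5 (-0.01), Slc34a2 (0.50) and Pon1 (0.64) did not pass, and under 17 alternatives Pon1 passed in 4 (quantile normalization, array 2b only, without A/J E18.5 replicate 3, without B6 E18.5 replicate 2) and when adjusted over the list alone, and the other 2 in none. Of the 10 measured genes of innate immunity it finds higher, 8 were; Scgb1a1 had a difference of 0.21 and passed in none of the 17, and Tnfsf10 was lower by -0.69, in 16 of the 17 past the test. Relative to E15.5, both were higher in B6 at E18.5, by 2.04 and 0.70. The mean fold was 1.53 for the surfactant genes, against the paper's 2.2, and 1.83 for the innate immunity genes, against 2.4. For the histone genes, A/J over B6, it was 1.39 against 1.62. All were smaller than the paper's values, though within 1.5 times of them. The paper finds Hes1, Hey1 and other Notch genes higher in A/J at E18.5. Of 46 pathway genes 20 were, with 6 when each array was centred on its median. The paper's mark for these genes is P<0.05, while p was adjusted over all tested probe sets here. Hes1 had a difference of -0.26 with an unadjusted p of 0.0284, which is under 0.05; its adjusted p passed in none of the 17 alternatives (0.0572 to 0.364) but did over the list alone. Hey1 had one of 0.14, toward B6, that passed in none (unadjusted p = 0.289). Jag2 (-0.20, unadjusted p = 0.0276) passed in 3: array 2b only, both arrays apart and without A/J E18.5 replicate 2.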

Other observations

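At birth, in the hours between A/J at E20.5 and PN0, 873 probe sets changed, 452 upward and 421 downward. Genes of hypoxia and glycolysis fell together, 16 of 20 (17 when adjusted over the list alone), with a mean log2 change of -0.97; limma's camera gave adjusted p = 2.2e-18, and 0.0704 with an estimated correlation. Ankrd37 fell by 2.47, Egln3, a prolyl hydroxylase that hypoxia induces, by 2.30 and Ndrg1 by 2.01. Neutrophil genes rose, 8 of 10, among them S100a8 by 1.27 (adjusted p = 0.0704 with an estimated correlation), and 13 of 24 immediate early genes rose and 2 fell (14 and 2 over the list alone), Fos by 1.43 (0.257 with an estimated correlation). Of the 25 genes of interferon response, 14 fell (19 over the list alone), and of 26 motile cilia genes 14 fell and 1 rose (16 and 1). Serpina3n, a protease inhibitor, rose most, by 2.33, followed by Ddah1 by 2.16 and the lipase inhibitor Angptl4 by 2.04. Of the 873, 860 had no overlap between the replicates, against 33.4% over all probe sets and 10% by chance. The direction of the hypoxia genes was the same with each array centred on its median (16 lower) and after quantile normalization (17 lower).

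The strain differences at PN0, 878 probe sets, overlapped in part with those at E18.5: 190 were called at both times in 1 direction and 43 in opposite directions, against 19.1 for independent lists. Genes of sterol synthesis were lower in B6, 12 of 14 (13 over the list alone), with a mean log2 difference of -0.80 and adjusted p = 0.0699 with an estimated correlation; Idi1 was lower by -1.56 and Hmgcs1 and Sqle by -1.02. Of the 14 type I cell genes, 8 were lower (10 over the list alone), Pdpn by -1.13, and 8 of 16 circadian clock genes were higher (11 over the list alone), Per1 by 0.99. Of 20 genes of glucocorticoid response, 11 were higher and 1 lower (14 and 1 over the list alone), Fkbp5 by 0.61. For the type I cell, clock and glucocorticoid lists, only counts of single genes are given here. The sterol genes were also lower with each array centred on its median (13) and after quantile normalization (11). Whether these differences between the strains changed with age was not tested, and the hour of sampling is not known here. B6 lungs at PN0 were a day younger than A/J lungs, so these differences do not separate strain from age. Of the 38 probe sets called at all 5 times, Glo1 was lower in B6 by -1.77 at E18.5, Nnt by -1.28, and Dysf was higher by 1.66. Glo1, Nnt and Dysf were on a list of 4 genes with known alleles of A/J or B6, kept as a check. Whether their differences involve regulation in the lung was not tested.

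With 3 replicates per group, 10 splits of the samples are too few for a share under 0.05, and in each comparison 1 of the 10, the real one, gave a result as large. The real counts and the highest of the other splits were 179 and 1 at E15.5, 252 and 0 at E16.5, 374 and 0 at E17.5, 861 and 19 at E18.5, 878 and 7 at PN0, 873 and 3 at birth, and 20 and 0 for the Notch genes. For change over time, where 100 splits were drawn, 1 of 100, the real one, gave a result as large, and a chance split of the samples can be excluded: 3877 and 1 in A/J, 3117 and 194 in B6 and 2640 and 0 in both. At a share under 0.05 it can also be excluded for the selection, where 2 of 100 splits were as large, though the other gave more (632 against 626). For the excess of the strain difference at E18.5 over that at E15.5, 4 of 100 were as large. That share is under 0.05 but so near it that 100 splits do not settle the question. The highest other split gave 1615 there against 574, and the reason was not examined.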
